# Polychromic Reporter Mice Reveal Unappreciated Innate Lymphoid Cell Progenitor Heterogeneity and Elusive ILC3 Progenitors in Bone Marrow

**DOI:** 10.1016/j.immuni.2019.05.002

**Published:** 2019-07-16

**Authors:** Jennifer A. Walker, Paula A. Clark, Alastair Crisp, Jillian L. Barlow, Aydan Szeto, Ana C.F. Ferreira, Batika M.J. Rana, Helen E. Jolin, Noe Rodriguez-Rodriguez, Meera Sivasubramaniam, Richard Pannell, James Cruickshank, Maria Daly, Liora Haim-Vilmovsky, Sarah A. Teichmann, Andrew N.J. McKenzie

**Keywords:** ILC progenitors, ILC development, bone marrow, ILC3 progenitor

## Abstract

Innate lymphoid cells (ILCs) play strategic roles in tissue homeostasis and immunity. ILCs arise from lymphoid progenitors undergoing lineage restriction and the development of specialized ILC subsets. We generated “5x polychromILC” transcription factor reporter mice to delineate ILC precursor states by revealing the multifaceted expression of key ILC-associated transcription factors (Id2, Bcl11b, Gata3, RORγt, and RORα) during ILC development in the bone marrow. This approach allowed previously unattained enrichment of rare progenitor subsets and revealed hitherto unappreciated ILC precursor heterogeneity. *In vivo* and *in vitro* assays identified precursors with potential to generate all ILC subsets and natural killer (NK) cells, and also permitted discrimination of elusive ILC3 bone marrow antecedents. Single-cell gene expression analysis identified a discrete ILC2-committed population and delineated transition states between early progenitors and a highly heterogeneous ILC1, ILC3, and NK precursor cell cluster. This diversity might facilitate greater lineage potential upon progenitor recruitment to peripheral tissues.

## Highlights

• Five-color “polychromILC” transcription factor reporter mice define ILC precursors
• ILC precursors give rise to ILC1, ILC2, and ILC3 and retain NK potential
• A *Rorc*^Kat^ allele allows resolution of extremely rare ILC3 progenitors
• Detection of divergent trajectories for ILC2 and common ILC1, ILC3, and NK development

## Introduction

Innate lymphoid cells (ILCs) play roles in homeostasis and responses to injury and infection (Colonna, 2018, Eberl et al., 2015, Vivier et al., 2018). ILC subtypes can react rapidly *in situ* to tissue-associated microenvironmental cues, such as those released upon perturbation of mucosal barrier surfaces. The ILC subgroups mirror T helper subsets based on their principal transcription factor (TF) expression and predominant cytokine secretion: ILC1s express T-bet (encoded by *Tbx21*) and produce IFN-γ; ILC2s express high amounts of Gata3 (encoded by *Gata3*) and secrete IL-5 and IL-13; whereas ILC3s express Retinoic-acid-receptor-related orphan nuclear receptor γ (RORγt) (encoded by *Rorc*) and produce IL-17 and IL-22 (Colonna, 2018, Vivier et al., 2018). Furthermore, the previously defined IFN-γ-producing natural killer (NK) cells are closely related to ILC1s but require the TF Eomes for their development, and have profound cytolytic activity (Colonna, 2018, Vivier et al., 2018). ILC1 and NK cells share several surface markers, such as NK1.1 and NKp46. NK subpopulations can also vary within and between tissues, and their classification with regard to ILC1 can prove challenging. It has been suggested that ILC1s, ILC2s, and ILC3s are the innate counterparts of CD4^+^ T cells, whereas NKs are the innate manifestation of cytolytic CD8^+^ T cells.

The similarities with T cells also extend to the plasticity of ILC subsets (Colonna, 2018, Vivier et al., 2018). Thus, depending on tissue microenvironment and inflammatory context, a fraction of ILCs can modulate their cytokine secretion after the differential expression of cytokine-regulating TFs. It has been reported that, in humans, circulating ILC progenitors represent a pool of uncommitted cells with the capacity to acquire the requisite TF and cytokine profiles as they mature in the tissue (Lim et al., 2017). However, defined ILC progenitors can develop in the bone marrow, and circulating naive ILC subsets have also been reported (Krabbendam et al., 2018, Mjösberg and Spits, 2016).

ILC and NK development has been studied extensively in mice (Cherrier et al., 2018, Constantinides et al., 2014, Eberl et al., 2004, Ishizuka et al., 2016, Klose et al., 2014, Wong et al., 2012, Yu et al., 2014, Yu et al., 2016). ILC and NK differentiation requires the expression of inhibitor of DNA binding 2 (Id2) to repress E-box proteins that would otherwise result in T or B cell commitment from common lymphoid progenitors (CLPs). Current models for the differentiation of ILCs from CLPs have suggested a progression of ever more restricted progenitors defined by their cell surface marker and TF expression. However, there is considerable overlap in the phenotypes of these proposed progenitor populations. The earliest ILC progenitors have been defined by the expression of T cell factor 1 (TCF1), TOX, nuclear factor interleukin 3 regulated (NFIL3), alpha4beta7 integrin (α4β7), and Gata3; the early innate lymphoid progenitor (EILP) expresses little or no Id2 or interleukin-7 receptor α (IL-7Rα) (Harly et al., 2018, Yang et al., 2015), and the α-lymphoid precursor (αLP) is Id2^+^ and IL-7Rα^+^ (Yu et al., 2014). EILP and αLP can give rise to NK cells and ILCs. Downstream of these, and reportedly associated with the loss of NK potential, is the common helper-like innate lymphoid progenitor (CHILP) (lineage^−^Id2^hi^IL-7Rα^+^Id2^+^Flt3^−^α4β7^hi^PLZF^+/−^) (Klose et al., 2014) that gives rise to lymphoid tissue inducer (LTi) cells, and the more restricted common ILC progenitor (CILP or ILCP) (lineage^−^Id2^hi^IL-7Rα^+^Flt3^−^α4β7^hi^PLZF^+^) that produces cells committed to one of the “helper” ILC subsets ILC1, ILC2, and ILC3 (Constantinides et al., 2014, Klose et al., 2014). In addition, gene expression analysis of these proposed progenitors indicates that programmed cell death protein-1 (PD-1) is expressed specifically by promyelocytic leukemia zinc finger (PLZF)^+^ ILCP (Seillet et al., 2016), and is a marker of committed ILC progenitors (Yu et al., 2016), but is not essential for ILC development (Seillet et al., 2016). By contrast, several factors have been demonstrated to play roles during the multipotent phases of ILC commitment (Cherrier et al., 2018, Cherrier et al., 2012, Harly et al., 2018, Klose et al., 2014, Lee et al., 2011, Yu et al., 2014, Zhu, 2017), whereas others appear preferentially important for the development of specific ILC subsets, for example the ILC2 progenitor (ILC2P) requires RAR-related orphan receptor α (RORα) (Halim et al., 2012, Wong et al., 2012) and Bcl11b (Califano et al., 2015, Walker et al., 2015, Yu et al., 2015) for its development.

Progress in this area requires the identification, isolation, and characterization of developmental intermediates in order to ascertain their lineage potential and gene expression state. Identification of transitional states is challenging due to the restricted repertoire of cell surface molecules and lack of characteristic markers. Thus, to define intermediate ILC developmental states during lineage segregation in a physiological context, we generated and inter-crossed reporter mouse strains that allow the simultaneous delineation of five key ILC transcription factors, Id2, Bcl11b, Gata3, RORα, and RORγt, in combination with cell surface markers. This approach revealed highly heterogeneous ILC progenitors and allowed for the unprecedented enrichment of specific TF-defined ILCs to facilitate single-cell transcriptomic analysis, leading us to re-evaluate the existing models for ILC differentiation in bone marrow.

## Results

### Generation of Compound Transcription Factor Reporter Mice to Define ILC Lineage Development

To facilitate the identification and isolation of ILC progenitor populations, we generated four reporter mouse strains to trace the expression of the key ILC-associated transcription factors: Id2, Gata3, RORα, and RORγt. Spectrally compatible reporter proteins were selected to enable the generation of compound reporter mice. With the exception of the *Rorc* allele, in which the gene-encoding Katushka (Kat) fluorescent protein was targeted to the translation initiation site for *Rorc* to ensure specificity for the RORγt isoform (Rorc-Kat protein, *Rorc*^Kat^ allele) (Figures S1A and S1B), all other TF reporter alleles comprised a short C-terminal epitope tag, followed by a reporter protein cloned downstream of a T2A self-cleaving peptide. This ensured that the reporter protein was produced stoichiometrically with the endogenous TF: Id2-Blue fluorescent protein (*Id2*^BFP^ allele) (Figures S2A and S2B), Gata3-human CD2 (hCD2) (*Gata3*^hCD2^ allele) (Figures S3A and S3B), and Rora-Teal fluorescent protein (*Rora*^Teal^ allele) (Figures S4A and S4B).

Rorc-Kat was expressed in LTi cells, NKp46^+^NK1.1^−^ ILC3s and the majority of NKp46^+^NK1.1^+^ ILCs, representing “ILC1 or ex-ILC3” (Figures 1A and 1B). ILC2 did not express Rorc-Kat (Figures 1A and 1B). As described previously for *Rorc*^GFP/GFP^ mice (Eberl et al., 2004), homozygous *Rorc*^Kat/Kat^ mice (which no longer express RORγt) were devoid of peripheral lymph nodes and Peyer’s patches (data not shown) lacked ILC3 and LTi cells (Figure S1C) and exhibited impaired T cell differentiation consistent with *Rorc* expression in double-positive thymocytes (Figures S1D–S1F). *Rorc*^+/Kat^ mice had an increased frequency of NKp46^+^NK1.1^+^ “ILC1 or ex-ILC3” cells in small intestine lamina propria (siLP), consistent with the reported role for RORγt in regulating the balance between ILC3 and ex-ILC3 subsets (Vonarbourg et al., 2010) (Figure S1C). A small Rorc-Kat^−^ cell subset was also present in the NKp46^+^NK1.1^+^ gate, presumably representing ILC1s or ex-ILC3s (Figure S1G). Analysis of the analogous NKp46^+^NK1.1^+^ cell compartment in *Rorc*^Kat/Kat^ mice highlighted the presence of Rorc-Kat^+^ cells, which might represent ILC1s in which the *Rorc* locus is being transcribed, but from which functional RORγt protein cannot be produced (Figure S1G).

**Figure 1:**
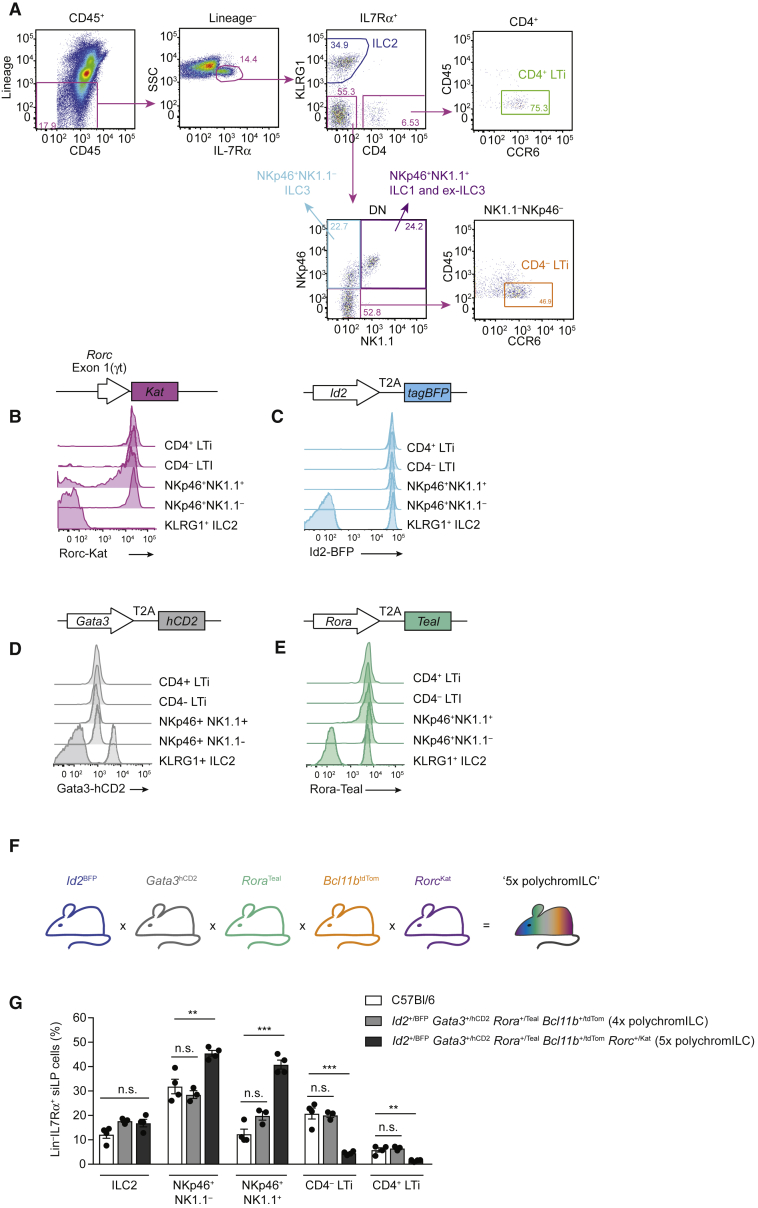
Generation of Compound 5x polychromILC TF Reporter Mice to Define ILC Lineage Development (A) Flow-cytometry gating strategy for ILC subsets in siLP from TF reporter mice (ILC1 or ex-ILC3: CD45^+^Lin^−^IL-7Rα^+^CD4^−^KLRG1^−^NKp46^+^NK1.1^+^; ILC2: CD45^+^Lin^−^IL-7Rα^+^CD4^−^KLRG1^+^; ILC3: CD45^+^Lin^−^IL-7Rα^+^CD4^−^KLRG1^−^NKp46^+^NK1.1^−^; CD4^−^LTi: CD45^lo^Lin^−^IL-7Rα^+^CD4^−^KLRG1^−^NKp46^−^NK1.1^−^CCR6^+^; CD4^+^LTi: CD45^lo^Lin^−^IL-7Rα^+^KLRG1^−^CD4^+^CCR6^+^). (B) Flow-cytometry analysis of Rorc-Kat expression in the ILC subsets of the siLP of *Rorc*^+/Kat^ mice. (C) Flow-cytometry analysis of Id2-BFP expression in the ILC subsets of the siLP of *Id2*^+/BFP^ mice. (D) Flow-cytometry analysis of Gata3-hCD2 expression in the ILC subsets of the siLP of *Gata3*^*+/*hCD2^ mice. (E) Flow-cytometry analysis of Rora-Teal expression in the ILC subsets of the siLP of *Rora*^+/Teal^ mice. (F) Schematic for generation of *Id2*^+/BFP^*Gata3*^*+/*hCD2^*Rora*^+/Teal^*Bcl11b*^+/tdTom^*Rorc*^+/Kat^ 5x polychromILC mice. (G) Flow-cytometric comparison of the ILC subsets in siLP of *Id2*^+/BFP^*Gata3*^*+/*hCD2^*Rora*^+/Teal^*Bcl11b*^+/tdTom^ (4x polychromILC) mice and *Id2*^+/BFP^*Gata3*^*+/*hCD2^*Rora*^+/Teal^*Bcl11b*^+/tdTom^*Rorc*^+/Kat^ (5x polychromILC) mice. Data are representative of 2 independent experiments; mean ± SEM; not significant (ns), ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001; one-way ANOVA with Tukey’s post*-*hoc test. Please also see Figures S1–S4.

Phenotypic analysis of the individual *Id2*^BFP^, *Gata3*^hCD2^, and *Rora*^Teal^ strains revealed minimal perturbation to hematopoietic cell populations (Figures 1A and S2–S4). Consistent with previous reports of *Id2* reporter strains (Jackson et al., 2011, Klose et al., 2014), *Id2*-BFP expression was observed in all mature ILC subsets, LTi cells, and NK cells (Figures 1C and S2C), and gene targeting had no discernible effect on the frequency of the leukocyte populations analyzed (Figures S2D–S2F). Gata3-hCD2 expression was observed in all ILC subsets, being highest in ILC2, and intermediate in all other subsets, consistent with previous reports (Moro et al., 2010, Price et al., 2010, Serafini et al., 2014, Yagi et al., 2014) (Figures 1D and S3C). Analysis of *Gata3*^*+/*hCD2^ and *Gata3*^hCD2/hCD2^ mice indicated little effect on ILC2 frequency or cytokine production after IL-33 challenge (Figures S3D and S3E). All other lymphoid populations examined were unaffected with the exception of a modest increase in the frequency of siLP ILC2s in *Gata3*^hCD2/hCD2^ mice (Figures S3F–S3I).

As anticipated from the critical role for RORα in ILC2 development (Halim et al., 2012, Wong et al., 2012), Rora-Teal was expressed in mature ILC2s and committed bone marrow ILC2Ps (Figures 1E, S4C, and S4D). Although *Rora* gene targeting had no discernible effect on the frequency of mature ILC2s in naive mice, or the expansion and cytokine production of ILC2s upon IL-33 stimulation *in vivo* (Figures S4E–S4G), we noted a reduction in ILC2Ps in *Rora*^Teal/Teal^ mice (Figure S4H), but not in the frequency of CLPs or CHILPs (data not shown). ILC populations in siLP were unperturbed in *Rora*^Teal/Teal^ mice with the exception of ILC3s, which showed a modest skewing toward an NK1.1^+^ “ILC1 or ex-ILC3” phenotype (Figure S4I). All other lymphocyte populations analyzed were normal (Figure S4J).

To analyze ILC progenitors, we inter-crossed the four individual TF reporter mouse strains and additionally incorporated a Bcl11b-tdTomato reporter mouse (Bcl11b-tdTom protein, *Bcl11b*^tdTom^ allele), an important determinant of ILC2 transcriptional programs (Walker et al., 2015, Yu et al., 2015) (Figure 1F). To minimize the influence of altering gene expression through gene targeting, we analyzed compound heterozygotes. Analysis of individual ILC populations from *Id2*^+/BFP^*Gata3*^*+/*hCD2^*Rora*^+/Teal^*Bcl11b*^+/tdTom^ mice indicated that ILC development was unperturbed (Figure 1G). Introduction of the *Rorc*^+/Kat^ allele to give *Id2*^+/BFP^*Gata3*^*+/*hCD2^*Rora*^+/Teal^*Bcl11b*^+/tdTom^*Rorc*^+/Kat^ “5x polychromILC” mice revealed a modest increase in the frequency of the NKp46^+^NK1.1^+^ and NKp46^+^NK1.1^−^ ILC subsets and a reduction in LTi cells (Figure 1G).

Thus, we have generated a panel of individual ILC-associated TF reporter mice that can be intercrossed to produce a combinatorial 5x polychromILC strain for analysis of ILC progenitor development. These mice allow for the specific isolation of viable TF^+^ cell subsets that constitute an extremely minor proportion of bone marrow hematopoietic cells and that can be further analyzed by using *in vitro* assays, *in vivo* adoptive transfers, and single-cell gene expression profiling.

### Rora-Teal Expression Distinguishes between ILCs and NK Cells

Rora-Teal in the context of the 5x polychromILC mice revealed that Rora is highly expressed in all ILC populations (data not shown), including siLP Rorc-Kat^−^ ILC1s or ex-ILC3 cells, but not NK cells (Figures 2A and 2B). To establish whether Rora-Teal expression discriminated ILCs from NK cells, we characterized its expression in NK and ILC1s in spleen, liver, and siLP (Figure 2C), as defined previously (Robinette et al., 2015, Weizman et al., 2017). In all tissues, Rora-Teal correlated positively with the ILC1-associated markers CD200R, CD61, IL-7Rα, and CD49a, and negatively with the NK-cell-associated markers CD49b, CD62L, and CD11b (Figure 2C), confirming that *Rora*-Teal was ILC1 restricted. Furthermore RORα-expressing cells were also T-bet^+^ and Eomes^−^, consistent with their classification as ILC1s (Figures 2D–2F and S4K). A third group of IL-7Rα^−^ cells was RORα^−^ and showed a hybrid phenotype that varied considerably between tissues, similar to CD11c^+^ IFNγ-producing NK cells reported previously in the liver after infection (Burt et al., 2008).

**Figure 2:**
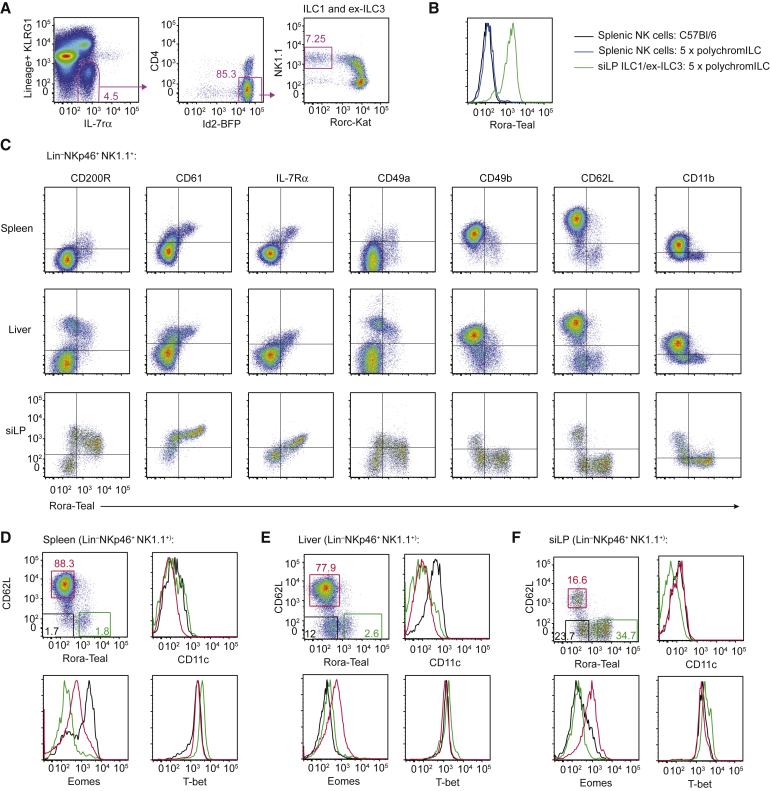
Rora-Teal Expression Distinguishes ILCs from NK Cells (A) Flow-cytometry gating strategy for ILC1 or ex-ILC3 in the siLP of 5x polychromILC mice. (B) Flow-cytometry analysis of Rora-Teal expression in splenic NK cells (CD3^−^CD19^−^NKp46^+^NK1.1^+^) and siLP ILC1or exILC3 (gated as shown in A) from 5x polychromILC mice. (C) Flow-cytometry analysis of the indicated cell surface markers in Lin^−^NKp46^+^NK1.1^+^ cells from the spleen, liver, and siLP of *Rora*^+/Teal^ mice. (D) Flow-cytometry analysis of CD11c, Eomes, and T-bet expression in NK or ILC1 cells from the spleen of *Rora*^+/Teal^ mice. (E) Flow-cytometry analysis of CD11c, Eomes, and T-bet expression in NK or ILC1 cells from the liver of *Rora*^+/Teal^ mice. (F) Flow-cytometry analysis of CD11c, Eomes, and T-bet expression in NK or ILC1 cells from the siLP of *Rora*^+/Teal^ mice. Data are representative of 2 independent experiments.

### Adoptive Transfer of 5x-polychromILC-Derived Bone Marrow Cells Identifies Heterogeneous Multipotent ILC Progenitors

As reported previously, Bcl11b expression in the lineage^−^Id2^+^ subset of bone marrow cells defines a population of ILC2-committed cells (Walker et al., 2015). Using the 5x polychromILC mice, we purified specific progenitor populations on the basis of defined TF reporters and characteristic cell surface receptors. We excluded cells expressing lineage markers (Lin^−^) (see Method Details), then gated for IL-7Rα^+^Id2-BFP^+^ cells, before delineating four populations on the basis of CD25 and Bcl11b-tdTom expression (Figure 3A). The Gata3^hi^ population I (PopI) (Id2^+^Bcl11b^+^CD25^+^) when transferred into sub-lethally irradiated *Rag2*^−/−^*Il2rgc*^−/−^ mice gave rise exclusively to ILC2 progeny (Figures 3B–3D). Thus, ILC2 potential correlated with acquisition of CD25 and Bcl11b^+^. However, there were smaller cell populations within the Lin^−^Id2^+^ subset that expressed only one, or neither, of these markers (Figure 3A). We analyzed their expression of additional TFs, defined by 5x polychromILC mice, and expression of α4β7, which has been reported previously to identify a CHILP (Lin^−^IL-7Rα^+^Id2^+^Flt3^−^α4β7^hi^) from which NK cells were not derived (Klose et al., 2014). PopII (Id2^+^Bcl11b^−^CD25^+^) was also Gata3^hi^ and α4β7^int^ (Figure 3B) and, like PopI, only gave rise to ILC2 progeny upon transfer into *Rag2*^−/−^*Il2rgc*^−/−^ recipients (Figures 3C and 3D), despite their lack of expression of the Bcl11b-tdTom reporter. Although it is possible that these cells were truly Bcl11b^−^, it is also feasible that they expressed only the non-reporter allele of *Bcl11b* as a result of the stochastic nature of Bcl11b expression as reported during T cell development (Ng et al., 2018). Following adoptive transfer, around 50% of the progeny of PopII upregulated td-Tomato expression, suggesting that this “window” for *Bcl11b* allele activation remained open at the CD25^+^ ILC2P stage of ILC differentiation (Figure 3E and data not shown). Notably, subsets that already expressed the Bcl11b reporter allele did not subsequently switch this off, and progeny of *Bcl11b*-tdTom^+^ cells remained tdTomato^+^.

**Figure 3:**
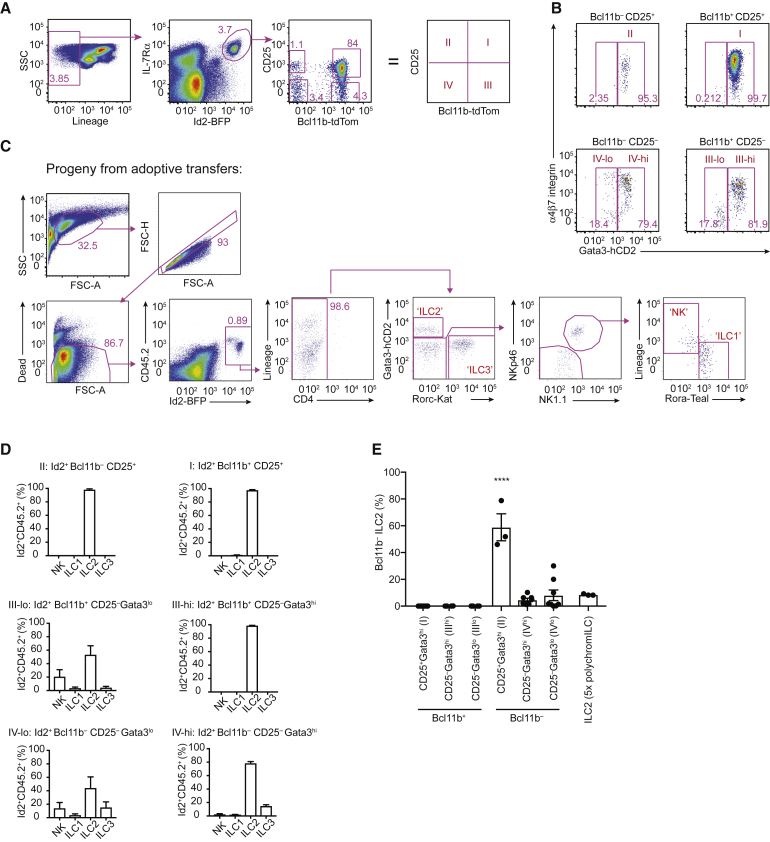
Identification of Heterogeneous Multipotent ILC Progenitors in the Bone Marrow (A) Representative flow-cytometry gating strategy for the characterization and purification of ILC progenitor subsets (populations I, II, III^lo^, III^hi^, IV^lo^, and IV^hi^) (see Table S1) from the bone marrow of 5x polychromILC mice. (B) Flow-cytometry gating strategy for the characterization and purification of ILC progenitor subsets (see A) from the bone marrow of 5x polychromILC mice. (C) Flow-cytometry gating strategy for ILC subsets in siLP arising from adoptive transfer of bone marrow progenitor populations from 5x polychromILC mice into sublethally irradiated *Rag2*^−/−^*Il2rgc*^−/−^ recipients. (D) Flow-cytometry analysis of the ILC progeny generated *in vivo* after the individual adoptive transfers of progenitor cell populations (see A), purified from the bone marrow of 5x polychromILC mice, into *Rag2*^−/−^*Il2rgc*^−/−^ recipients. (E) Proportion of Bcl11b^−^ ILC2 progeny in siLP, derived from the adoptive transfer of purified cell populations (see A) into *Rag2*^−/−^*Il2rgc*^−/−^ recipients. Statistical comparison to ILC2s from a 5x polychromILC mouse. Data are pooled from 2 independent experiments and represent mean ± SEM of 3–11 mice per group; ^∗∗∗∗^p < 0.0001 one-way ANOVA with Dunnett’s post hoc test.

Among Bcl11b-tdTom^+^ cells, there was also a population that was CD25^−^. PopIII (Id2^+^Bcl11b^+^CD25^−^) could be subdivided into a Gata3^hi^α4β7^int^ subset (III^hi^) and a Gata3^lo^α4β7^lo^ subset (III^lo^) (Figures 3A and 3B). When transferred into recipients, PopIII^hi^ was ILC2 restricted (Figure 3D). However, PopIII^lo^ produced mixed progeny including NK cells (defined as NKp46^+^NK1.1^+^RORγt^−^Gata3^lo^RORα^−^) (Figure 3C), ILC2s, and small numbers of ILC1s and ILC3s (Figure 3D). Thus, despite expressing Bcl11b, these cells were not uniformly ILC2-committed and appear to represent a multipotent progenitor, or a mixed population of cells committed to various NK and ILC lineages. PopIV (Id2^+^Bcl11b^−^CD25^−^) was further divided into a Gata3^hi^α4β7^mix^IV^hi^ subpopulation and a Gata3^lo^α4β7^mix^IV^lo^ subset (Figure 3B). The adoptive transfer of PopIV^hi^ generated predominantly ILC2s with a minority of ILC3s, whereas the PopIV^lo^ produced mixed progeny constituting ILC2, ILC3, and NK cells and relatively few ILC1s (Figure 3D).

These results indicate that there are two, or potentially three (i.e., PopII), populations of committed ILC2 progenitors in which the expression of Bcl11b in conjunction with the high expression of Gata3 is associated with ILC2 commitment. When only one of these factors is upregulated, the cells retain multipotency and give rise to NK cells and all ILC populations.

### CHILP-Related Cells Indicate Additional ILC Progenitor Heterogeneity

Having identified multiple populations of ILC progenitors that were not committed to any particular ILC lineage, we examined their transcription factor expression in more detail. We first gated on Lin^−^IL-7Rα^+^Id2^+^ cells then subsetted these on the basis of Bcl11b-tdTom expression with the Bcl11b^−^CD25^−^ cells being equivalent to PopIV and the Bcl11b^+^ cells being divided into PopI and PopIII on the basis of CD25 expression (Figure 4A). Within the Bcl11b^−^CD25^−^ PopIV progenitors, we identified α4β7^hi^ CHILPs and noted that the majority of these cells co-expressed Gata3-hCD2 and Rora-Teal, PD-1, and PLZF, indicating the existence of ILCPs (Figure 4B). Accordingly, these Gata3-hCD2^+^Rora-Teal^+^ ILCPs (also identified herein as PopIVa cells) produced all ILC lineages, but also Rora-Teal^−^ NK cells (Figure 4C). The majority of Bcl11b^−^CD25^−^α4β7^lo^ cells were also Gata3-hCD2^+^Rora-Teal^+^ (PopIVb) and, like IVa, gave rise to mixed progeny of all ILC lineages and NK cells (Figures 4A and 4C). A small fraction (1%–2%) of these Lin^−^IL-7Rα^+^Id2^+^Bcl11b^−^CD25^−^Gata3^hi^α4β7^lo^ cells expressed Rorc-Kat (PopIVc), although this had minimal effect on the progeny obtained from adoptive transfer (Figures 4A and 4C). Rorc-Kat expression within PopIII^lo^ was designated PopIII^lo-kat+^: Lin^−^IL-7Rα^+^Id2^+^Bcl11b^+^CD25^−^Gata3^lo^α4β7^int^RORγt^+^ (Figure 4A). Notably, adoptive transfer of PopIII^lo-kat+^ generated primarily ILC3s and ILC2s and very few ILC1s or NK cells (Figure 4D). We were unable to identify LTi-like cells, as defined by CCR6 expression, from any of the populations analyzed (data not shown).

**Figure 4:**
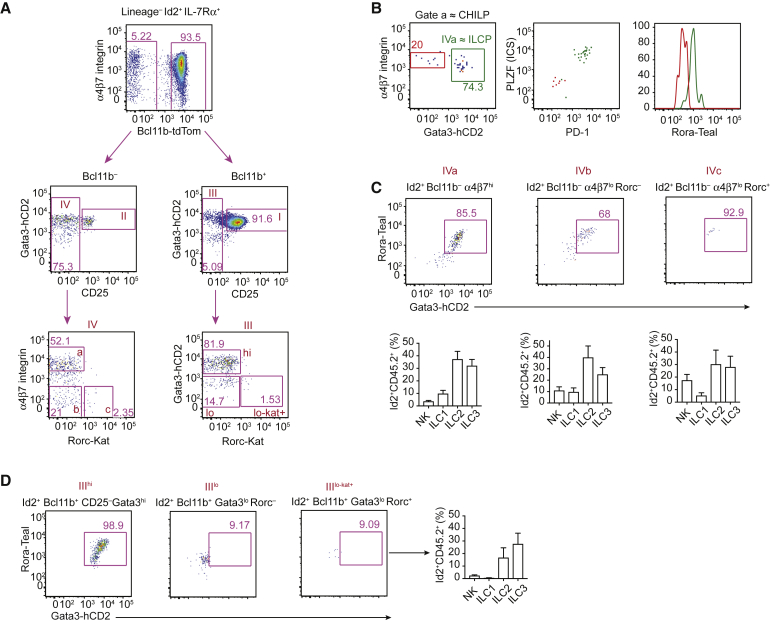
ILCP-Related Cells Indicate Additional ILC Progenitor Heterogeneity (A) Alternative gating strategy for the characterization and purification of populations I, III, and IV from 5x polychromILC bone marrow, to identify Rorc-Kat-positive and -negative progenitors (populations IVa, IVb, IVc, and III^lo-kat+^) (see Table S1). (B) Flow-cytometry analysis of Gata3-hCD2, α4β7, PD-1, PLZF (intracellular stain [ICS]), and Rora-Teal expression within gate IVa (Lin^−^IL-7Rα^+^Id2^+^CD25^−^α4β7^hi^), which corresponds with CHILP (Lin^−^IL-7Rα^+^Id2^+^Flt3^−^α4β7^hi^). The green gate represents Gata3^hi^ subset (Pop IVa); the red gate represents Gata3^lo^ subset. (C) Flow-cytometry analysis of siLP to identify ILC progeny generated *in vivo* after the individual adoptive transfers of progenitor cell populations IVa, IVb, and IVc, purified from the bone marrow of 5x polychromILC mice, into *Rag2*^−/−^*Il2rgc*^−/−^ recipients. (D) Flow-cytometric characterization of progenitor cell subpopulation III^lo-kat+^ and analysis of the ILC progeny in siLP after the adoptive transfer of III^lo-kat+^ progenitors, purified from the bone marrow of 5x polychromILC mice, into *Rag2*^−/−^*Il2rgc*^−/−^ recipients. Data are pooled from 2–4 independent experiments and represent mean ± SEM of 6–14 mice per group.

Together, these results demonstrate that ILCPs, or at least a proportion of ILCPs (or CHILPs), retain the capacity to generate NK cells. Furthermore, 5x polychromILC mice allowed us to identify ILCP-related populations that also generated NK cells and all ILC subsets. Notably, the introduction of the Rorc-Kat reporter enabled the identification of a progenitor with greater restriction to the ILC3 lineage.

### *Zbtb16*-tdTom Reporter Reveals Fluctuating Expression throughout Hematopoiesis

It has been reported that PLZF (encoded by *Zbtb16*) expression identifies a subset of CHILPs that are ILC restricted, designated ILCPs, and that LTi cells appear to have no history of PLZF expression as indicated via a *Zbtb16* fate-map and reporter approach, suggesting they originated from a putative PLZF^−^ ILC progenitor (Constantinides et al., 2014). We generated a Zbtb16-tdTom reporter (*Zbtb16*^tdTom^ allele) with the tdTomato protein expressed downstream of a self-splicing T2A sequence (Figures S5A and S5B), in direct relation to PLZF protein (Figure S5C). Analysis of progenitors in the bone marrow and mature ILCs in the siLP indicated no significant effects on the proportions of these cells because of gene targeting (Figures S5D and S5E). Although NKT and NK cells were reduced in *Zbtb16*^tdTom/tdTom^ mice, no detectable changes were observed in immune cell populations measured in the *Zbtb16*^tdTom/+^ mice subsequently used in experiments (Figures S5F and S5G). Zbtb16-tdTom was found to be highly expressed in all CHILPs (Lin^−^IL-7Ra^+^Id2^+^Flt3^−^α4β7^hi^) (Figures 5A and 5B). Furthermore, contrary to a previous report (Constantinides et al., 2014), we found Zbtb16-tdTom in all LTi cells (including fetal LTi), ILC1s, and ILC3s present in the siLP, but not in the majority of mature ILC2s (Figures 5C and S5H). Zbtb16-tdTom reporter expression was also detected in most hematopoietic stem cells (HSCs) (Figures 5A and 5D), but not CLPs (Figures 5A and 5E), indicating fluctuating *Zbtb16* gene expression during hematopoiesis, and expression was also detected in ILC2Ps (Figures 5A and 5F).

**Figure 5:**
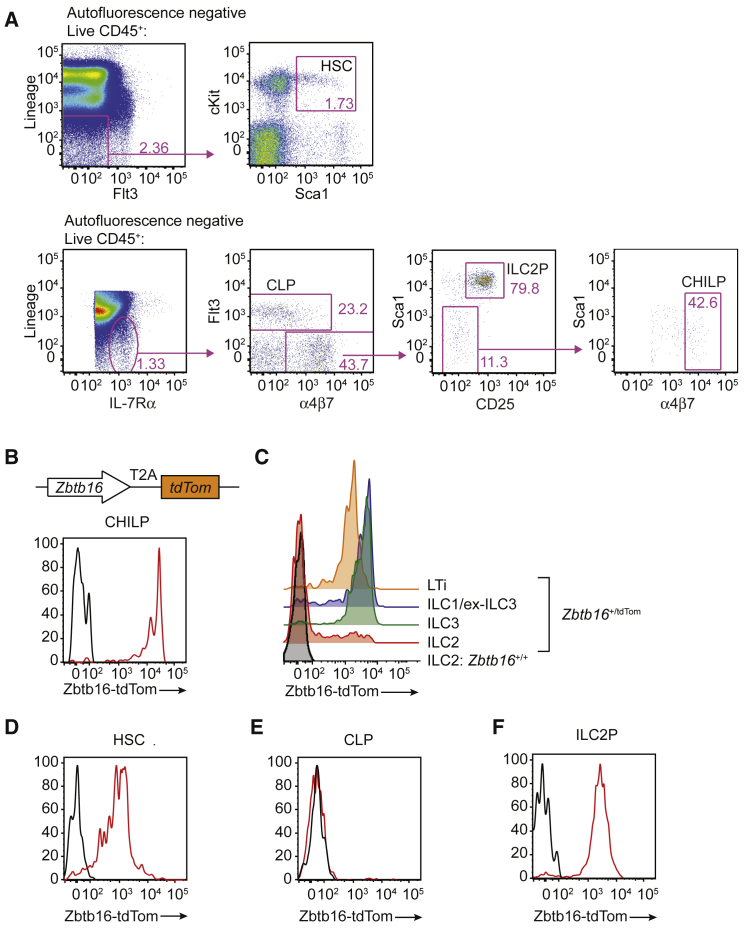
Zbtb16-tdTom Reporter Reveals Fluctuating Expression throughout Hematopoiesis (A) Flow-cytometric gating strategy for HSC, CLP, CHILP, and ILC2P subsets in *Zbtb16*^+/tdTom^ bone marrow. (B) Flow-cytometric analysis of Zbtb16-tdTom in bone-marrow-derived CHILP (Lin^−^CD45^+^IL-7Rα^+^α4β7^hi^Sca1^int/lo^Flt3^−^CD25^−^). (C) Flow-cytometry analysis of Zbtb16-tdTom expression in the ILC subsets in the siLP of *Zbtb16*^*+/*tdTom^ mice. (D) Flow-cytometry analysis of Zbtb16-tdTom expression in bone marrow-derived HSCs (Lin^−^CD45^+^Kit^+^Sca1^+^Flt3^−^). (E) Flow-cytometry analysis of Zbtb16-tdTom expression in bone-marrow-derived CLPs (Lin^−^CD45^+^ IL-7Rα^+^Flt3^+^). (F) Flow-cytometry analysis of Zbtb16-tdTom expression in bone-marrow-derived ILC2Ps (Lin^−^CD45^+^IL-7Rα^+^α4β7^+^Sca1^hi^Flt3^−^CD25^+^). Data are representative of 2 independent experiments. Please also see Figure S5.

### *In vitro* Cell Differentiation Analysis Identifies Multipotent and ILC3-Restricted ILC Progenitors

To complement the *in vivo* adoptive transfer studies, we performed *in vitro* ILC progenitor differentiation assays by using purified progenitor subpopulations from the 5x polychromILC mice. 5x-polychromILC-defined progenitor subsets were co-cultured on OP9 stromal cells with IL-7 and stem cell factor (SCF) to assess their lineage potential (Figure 6A). *In vitro* culture of PopI produced ILC2s (data not shown). However, far greater lineage diversity was observed when assessing the progeny from PopIII and PopIV, similar to results obtained *in vivo*. Cultures of progenitor subsets PopIVa and PopIVb both gave rise predominantly to NK and ILC1 cells and fewer ILC2s and almost no ILC3s (Figures 6B and 6C). PopIVc expressing Rorc-Kat produced almost equivalent proportions of ILC3 and NK or ILC1 cells (Figure 6C). Analysis of PopIII^hi^ and PopIII^lo^ essentially recapitulated the adoptive transfer data, with PopIII^hi^ generating ILC2s and PopIII^lo^ leading to mixed NK and/or ILC1, ILC2, and ILC3 progeny (Figure 6D). PopIII^lo-kat+^ cells were committed almost exclusively to generating Rorc-Kat^+^ ILC3s (Figure 6D).

**Figure 6:**
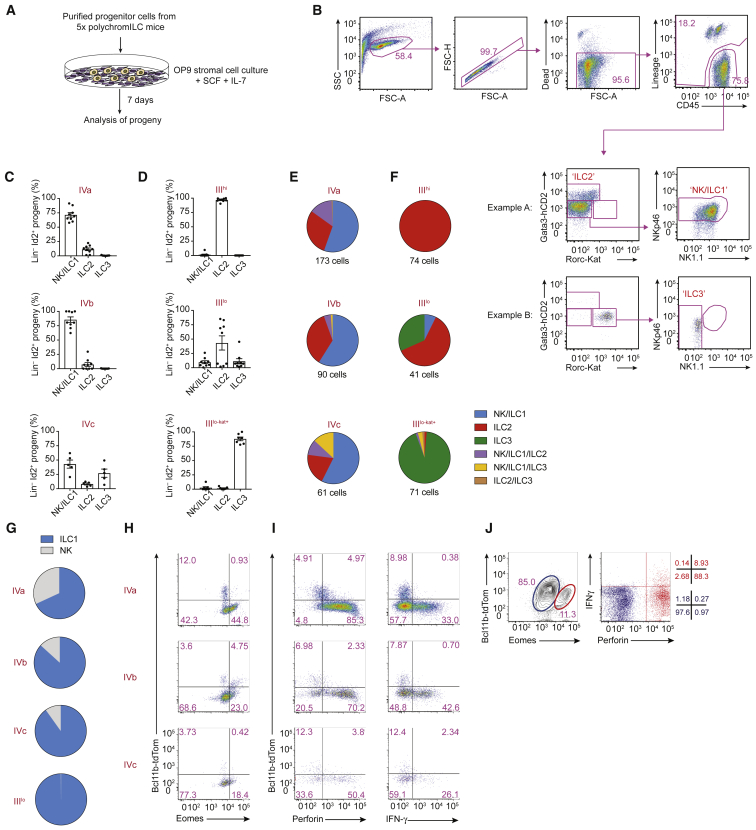
*In Vitro* Analysis Identifies Multipotent and ILC3-Restricted ILC Progenitors (A) Schematic of purified bone marrow progenitor populations co-cultured *in vitro* with OP9 stromal cells to facilitate ILC development. (B) Representative flow-cytometry gating strategy for ILC subsets generated *in vitro* after co-culture of progenitor cell populations, purified from the bone marrow of the 5x polychromILC mice, with OP9 stromal cells. (C) Flow-cytometry analysis of the proportions of ILC subsets generated *in vitro* after co-culture of progenitor cell populations IVa, IVb, and IVc, purified from the bone marrow of 5x polychromILC mice, with OP9 stromal cells. (D) Flow-cytometry analysis of the proportions of ILC subsets generated *in vitro* after co-culture of progenitor cell populations III^hi^, III^lo^, and III^lo-kat+^, purified from the bone marrow of 5x polychromILC mice, with OP9 stromal cells. (E) Characterization of progeny derived from clonal analysis of single IVa, IVb, and IVc progenitor cells, purified from the bone marrow of 5x polychromILC mice, after co-culture with OP9 stromal cells. (F) Characterization of progeny derived from single III^hi^, III^lo^, and III^lo-kat+^ progenitor cells, purified from the bone marrow of 5x polychromILC mice, after co-culture with OP9 stromal cells. (G) Proportion of Eomes^+^ (NK) and Eomes^−^ (ILC1) cells after co-culture of the indicated progenitor populations, purified from the bone marrow of 5x polychromILC mice, with OP9 stromal cells. (H) Flow-cytometric analysis of cells derived from IVa, IVb, and IVc progenitor populations for the expression of Eomes (co-cultured with OP9 stromal cells). (I) Flow-cytometric analysis of cells derived from IVa, IVb, and IVc progenitor populations for the expression of perforin and IFN-γ (co-cultured with OP9 cells and stimulated for 48 hr with IL-2, IL-15, and IL-18). (J) Flow-cytometric analysis of Bcl11b, Eomes, perforin, and IFN-γ expression in LiveCD45.2^+^ spleen cells stimulated *in vitro* with IL-2, IL-15, and IL-18, 6 weeks after transfer of IVa cells into *Rag2*^−/−^*Il2rgc*^−/−^ recipients. (A–D) Data are pooled from 3 independent experiments; mean ± SEM of 5–9 replicate cultures. (E and F) Data are pooled from 3 independent experiments. (G) Data are pooled from 2 independent experiments. (H and I) Data are representative of 3 independent experiments. (J) shows data concatenated from 7 animals taken from 2 independent experiments. Please also see Figure S6.

To address whether the populations giving rise to mixed ILC progeny contained multipotent ILC progenitors or were a mixture of committed cells, we performed single-cell differentiation analysis. The majority of mixed lineage potential cells were located in the Bcl11b^−^ subsets IVa, IVb, and IVc (Figure 6E). A proportion of single cells from PopIVa (and to a lesser extent PopIVb) gave rise to progeny consisting of a mixture of NK and/or ILC1s and ILC2s (Figure 6E). PopIVc also contained multipotent progenitors that gave rise to NK and/or ILC1 and ILC2 cells, but additionally harbored individual progenitors with NK and/or ILC1 and ILC3 potential, consistent with their expression of Rorc-Kat (Figure 6E). By contrast, the Bcl11b^+^PopIII^hi^, PopIII^lo^, and PopIII^lo-kat+^ cells represented lineage-committed precursors (Figure 6F). The Gata3^hi^ cells (PopIII^hi^) gave rise exclusively to ILC2s, whereas the Rorc^+^ (PopIII^lo-kat+^) cells produced almost entirely ILC3s (Figure 6F). The remaining Gata3^lo^Rorc^−^ (PopIII^lo^) cells contained committed progenitors for all three ILC lineages (Figure 6F).

To clarify the proportions of NK cells and ILC1s derived from subsets IVa, IVb, IVc, and III^lo^, we analyzed the expression of Eomes after differentiation in the presence of OP9 stroma. Although all four subsets produced ILC1 progeny (Figure 6G), NK potential, as determined by Eomes expression, was restricted to subsets IVa, IVb, and IVc (Figures 6G and 6H). Furthermore, on stimulation *in vitro* with IL-2, IL-15, and IL-18, the Bcl11b^−^ cells from subsets IVa, IVb, and IVc upregulated perforin and IFN-γ expression, whereas the Bcl11b^+^ cells did not (Figure 6I). The Bcl11b^−^ cells also had the potential to express T-bet (Figure S6A). We also assessed the capacity of progenitor cell populations IVa, IVb, and IVc to give rise to mature NK cells after transfer to *Rag2*^−/−^*Il2rgc*^−/−^ mice. Following engraftment of the donor cells, *ex vivo* stimulation of splenocytes revealed the presence of Eomes, perforin, and IFN-γ^+^ NK cells from PopIVa (Figure 6J), but not IVb or IVc (Figure S6B). Together these data indicate that the IVa progenitor population retains cell-intrinsic NK potential.

Although both the *in vivo* and *in vitro* approaches have their limitations, the *in vitro* data generally support our *in vivo* result but also demonstrate that in a more restricted environment TF^+^ ILC progenitors might show greater lineage restriction. This is notable with the bias toward ILC1 and NK development observed in PopIVa and IVb, and the propensity of Rorc-Kat^+^ populations to generate ILC3s.

### Single-Cell Analysis Identifies the Developmental Divergence of ILC2Ps and Heterogeneous ILC1, ILC3, and NK Progenitors

To further investigate the heterogeneity of the ILC and NK progenitors, we initially purified individual Lin^−^Id2^+^ bone marrow cells (with a small number of Lin^−^Id2^−^ cells also sampled for comparison) and performed single-cell RNA-sequencing (scRNA-seq) to profile progenitor cell gene expression. 

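Single cells were sorted from the bone marrow of 11 5x polychromILC mice, and each was made into its own full-length cDNA library primed with oligo-dT. Sort labels placed 878 wells in 19 conditions, of which 9 wells were negative controls. Expression values were matched to 731 cells by their well names, and the remaining 147 wells, with all 9 negative controls among them, had no values to match. The matched cells held 77 cells of PopI (Id2+Bcl11b+CD25+Gata3hi), 7 of PopII (Id2+Bcl11b-CD25+), 14 of PopIIIhi (Id2+Bcl11b+CD25-Gata3hi), 45 of PopIIIlo (Id2+Bcl11b+CD25-Gata3lo) and 480 of PopIV (Id2+Bcl11b-CD25-). A further 103 cells from 2 mice were sorted as Id2+IL-7Rα+Rorc-Kat+ with no label for Bcl11b or CD25, and 5 were unselected Lin- cells. Another 906 cells with values were not used here, because their sort was not among these labels.

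The authors estimated pseudocounts with Salmon, normalized them by size factors, and removed the effect of sequencing facility with ComBat. The steps between the deposited values are those of log2 of the normalized pseudocount plus 1. After the adjustment each gene kept 1 lowest value shared by the cells in which it was not detected, which was read as its zero in 14612 of 14748 rows. The size of a step above zero differed between genes, by a factor of 0.78 at the 5th percentile and 1.68 at the 95th. A gene was called expressed in a cell where its rise above zero exceeded 2.585 on the log2 scale. This is the study's threshold of 5 normalized pseudocounts for a gene whose step has a factor of 1. For genes with a smaller factor, such as Cxcr3 (0.725) and Cxcr5, Rorc, Tbx21 and Ncr1 (0.775 each), it lies at more than 5 pseudocounts. Above 5 means above this rise in what follows. Read totals per cell cannot be had from these values. A median of 5706 genes per cell lay above zero (range 2357 to 11135), with medians of 6217.5 in C1, 4766 in C2, 4851 in C3 and 6832 in C4.

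The mouse was the replicate. The mean of the log2 values over the cells of a group was taken for each mouse with at least 5 such cells, and groups were compared with limma, over the genes above zero in at least 10% of the cells compared. C1, C2 and C3 are the authors' clusters, which were made from the same values, so tests between them describe the clusters and are not independent evidence that they differ. At least 5 cells of C1 and of C3 were found in 10 mice each, and at least 5 of C2 in 6. Mice said below to have or hold a cluster are those with at least 5 of its cells. Within C2, 133 of 169 cells came from mice 33385 and 33386. Their plates had fewer genes above zero per cell, with medians of 4724 to 4907.5 against at least 5380 on the others. Among PopIV cells with high α4β7 the medians of these mice lay within the range of the other mice, and among α4β7lo cells below it. Read totals are lacking and the sorts differed between plates, so whether these plates were sequenced less deeply cannot be told. Adjusted p values are Benjamini-Hochberg values over all genes of a comparison, and all tests were two-sided.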

Subsequently, to obtain sufficient representation of the extremely rare cells, ILC progenitors were isolated as outlined above and summarized in Table S1. Data were then filtered to include only those cells that expressed the genes encoding *Id2* or *Il7ra*. 

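Spi1, which encodes the transcription factor PU.1 of B and myeloid cells (ENSMUSG00000002111.8, chromosome 2 of GRCm38, 91082390 to 91115756), was expressed in 173 of 203 C4 cells (85.2%, 95% Clopper-Pearson exact interval 79.6 to 89.8%) and in all 11 C5 cells. Over mice its share in C4 was 83% ± 10.5 (SD, n = 11), against 13.0% ± 9.09 (SD, n = 10) in C1 and 5.46% ± 5.86 (SD, n = 10) in C3. Gata1, an erythroid transcription factor (ENSMUSG00000031162.14, chromosome X of GRCm38, 7959260 to 7978071), was expressed in 10 of 16 C6 cells (62.5%, interval 35.4 to 84.8%) and in 40 of the 203 C4 cells (19.7%). Sox13, a transcription factor of γδ T cells (ENSMUSG00000070643.11, chromosome 1 of GRCm38, 133382303 to 133424377), was expressed in 40 of 169 C2 cells (23.7%, interval 17.5 to 30.8%), 1 of 192 C1 cells and 3 of 139 C3 cells. Of the 40 C2 cells with Sox13, 26 had been sorted as Id2+IL-7Rα+Rorc-Kat+. None of the 3 genes was above the threshold in 440 of the 731 cells, and 409 of these lay among the 500 cells of C1, C2 and C3. The intervals cover counting error only and take cells, not mice, as the unit.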

Clustering identified three predominant cell clusters of ILCs and ILC and/or NK progenitors (clusters C1–C3) as shown on a t-distributed stochastic neighbor embedding (tSNE) plot (Figure 7A), as well as a number of other clusters: C4 and C5 were characterized by the expression of the B cell and/or myeloid gene *Spi1*, whereas C6 expressed the erythroid-specific gene *Gata1*, and a satellite cluster of C2 expressed the γδ T cell-TF *Sox13* (C2a). siLP-derived ILCs were also analyzed to provide comparison to bone marrow samples (clusters C7 and C8). These cells were characterized by the expression of markers more typical of mature ILC2 (cluster C7) or ILC1, ILC3, or NK cells (cluster C8). Analysis of siLP also identified a small cluster of cells expressing immunoglobulin transcripts (C9).

**Figure 7:**
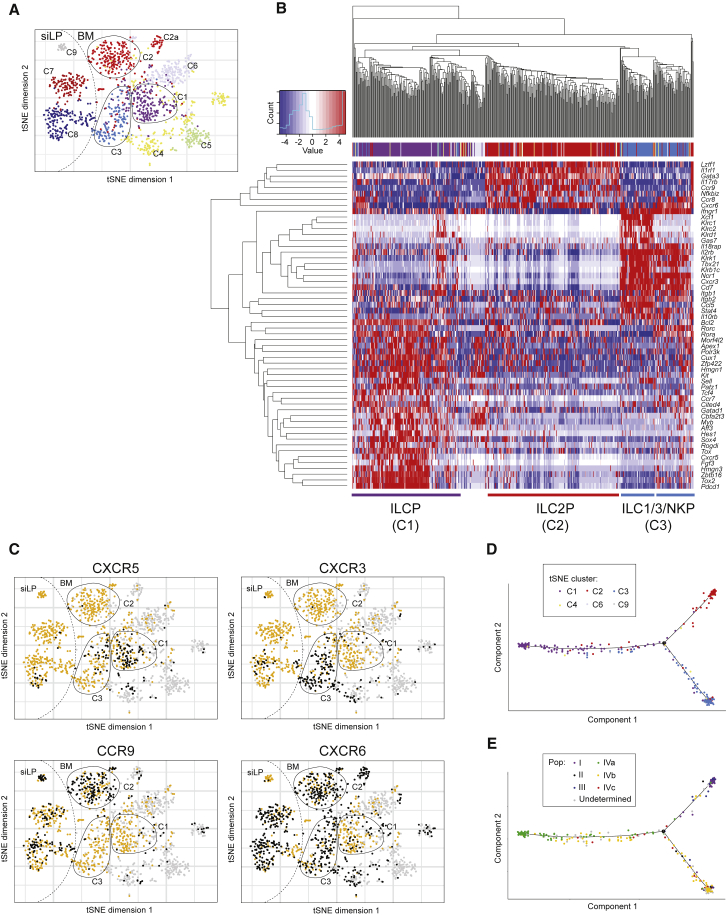
Single-Cell Analysis Identifies Divergence of ILC2P and Heterogeneous ILC3, ILC1, and NK Progenitors (A) tSNE plot of single-cell gene expression analysis from bone marrow and siLP cells (1,637 individual cells) purified from 5x polychromILC mice. Black circles highlight clusters C1–C3. Dotted line divides cells acquired from siLP (left) and BM (right). (B) Heatmap of selected genes differentially expressed between bone marrow cells not expressing *Spi1*, *Gata1*, or *Sox13* (504 cells, predominately cells in clusters C1–C3). (C) tSNE plots of single-cell gene expression of chemokine receptors in the populations defined above in (A) and (B). Black dots indicate cells expressing > 5 normalized pseudocounts for the indicated gene; orange dots indicate cells expressing < 5 normalized pseudocounts for the indicated gene; and light gray dots indicate cells expressing *Spi1*, *Gata1*, or *Sox13*. (D) Cell trajectory from pseudotime analysis of a subset of bone marrow cells not expressing *Spi1*, *Gata1*, or *Sox13* and sequenced with greater read depth (328 cells, predominately cells in clusters C1–C3). Shown is the trajectory from the early progenitor cells located in cluster C1 toward a bifurcation point at which the ILC2P cells (largely cluster C2) and the ILC3, ILC1, and NK cells (largely cluster C3) diverge. (E) Overlay of index-sorted cell phenotype onto the pseudotime trajectory shown in (D). Please also see Figure S7.

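Zbtb16, which encodes the zinc finger protein PLZF (ENSMUSG00000066687.5, chromosome 9 of GRCm38, 48654297 to 48836222), was higher in C1 than in C2 by a log2 difference of 3.36 (SE 0.60, adjusted p = 0.00044), and higher than in C3 by 3.92 (SE 0.52, adjusted p = 2.2e-06). Pdcd1, which encodes the receptor PD-1 (ENSMUSG00000026285.7, chromosome 1 of GRCm38, 94038305 to 94052553), was higher than in C2 by 4.75 (SE 0.61, adjusted p = 3.2e-06) and than in C3 by 4.44 (SE 0.52, adjusted p = 2.9e-07). Against C2, C1 also had more Tox2 (3.46, adjusted p = 0.0013), Kit, the receptor of stem cell factor (2.85, adjusted p = 0.002), Hes1, a target of Notch (2.12, adjusted p = 0.00092), and Myb (2.26, adjusted p = 0.012). Sox4 rose against C3 by 3.78 (SE 0.57, adjusted p = 1.7e-05), but its difference from C2 of 2.09 (SE 0.65, adjusted p = 0.077) did not pass. Gata3, the transcription factor of ILC2 and T helper 2 cells (ENSMUSG00000015619.10, chromosome 2 of GRCm38, 9857078 to 9890034), was higher than in C3 by 1.93 (SE 0.55, adjusted p = 0.024), and its difference from C2 was -0.95 (SE 0.64, adjusted p = 0.54). Tox passed against C2 (log2 difference 2.41, adjusted p = 0.042) in 7 of 19 alternatives, and Cbfa2t3 (1.98, adjusted p = 0.019) in 12 of 19. Of the 12 genes that the study gives for C1, 10 rose and none fell against C2 (11 rose when adjusted over the list alone), and 12 of 12 rose against C3. The study chose them on these cells, so their direction is not independent evidence.

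Among genes outside that list, Bcl2, an inhibitor of apoptosis, was higher in C1 than in C2 by 4.52 (SE 0.67, adjusted p = 5.1e-05), and Tcf7, which encodes TCF-1, by 3.56 (SE 0.53, adjusted p = 5.1e-05). Of 12 NK and cytotoxic genes listed before the data were examined, 3 rose against C2 and none fell (6 rose when adjusted over the list alone), with Nkg7 at 3.72 and Tyrobp at 3.65. In camera this list had an adjusted p of 0.00073 with a preset correlation of 0.01 (adjusted p = 0.12 with an estimated correlation). In limma, 324 of 11869 genes differed between C1 and C2, 154 of them higher in C1, and 945 differed between C1 and C3, 705 of them higher in C1. With the mouse as a block 203 genes passed between C1 and C2. Without the plates of mice 33385 and 33386 the counts were 194 (51 higher in C1) and 526. Between C1 and C2 the count was 205 without mouse 33386, 488 (328 higher in C1) without mouse 64413 and 578 (405 higher) over cells low in Spi1, Gata1 and Sox13, so the direction of the larger part depends on the setting. Between C1 and C3 it ran from 388 with the median over cells to 1793 with at least 10 cells. Over all genes tested the median C1 minus C3 difference was 0.251. C1 cells also had more genes above zero than C3 cells (medians 6217.5 and 4851), from which the larger part higher in C1 was not told apart.

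**Figure D1:**
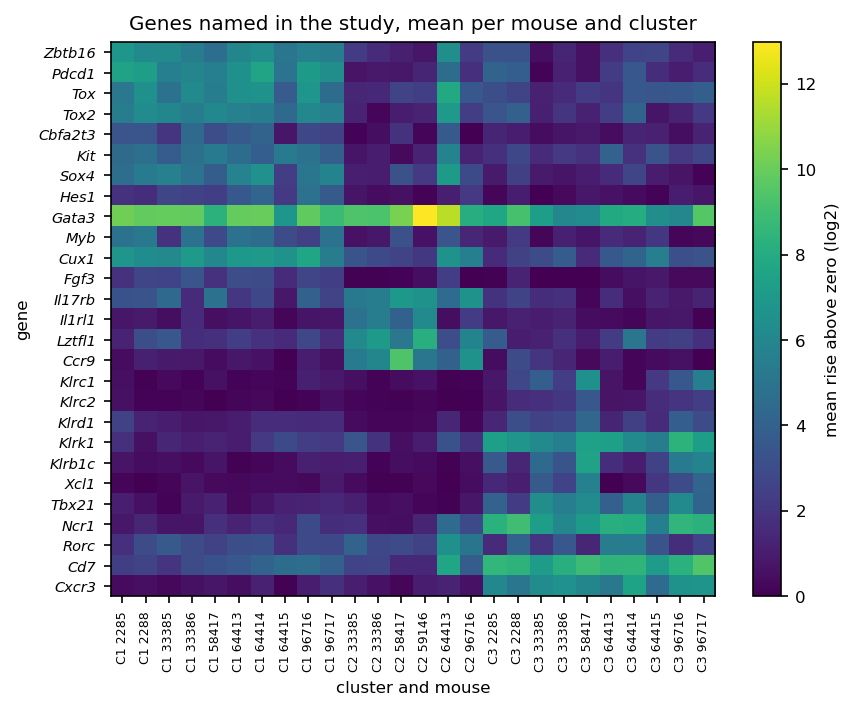
Mean rise above zero (log2, color) of genes that the study gives for C1, C2 and C3 (y axis) in each cluster and mouse (x axis). Mice with at least 5 cells of a cluster are shown, 10 for C1, 6 for C2 and 10 for C3. In C2 of mouse 64413 genes of C1 lie above their level in the other C2 samples.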

Cluster C1 was characterized by the expression of a spectrum of genes previously associated with early progenitor cell identity, including *Zbtb16*, *Pdcd1*, *Tox*, *Tox2*, *Cbfa2t3*, *Kit*, *Sox4*, *Hes1*, *Gata3*, and *Myb* (Figure 7B). 

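Cux1, which encodes a homeobox repressor (ENSMUSG00000029705.17, chromosome 5 of GRCm38, 136248135 to 136567490), was higher in C1 than in C2 by a log2 difference of 2.69 (SE 0.60, adjusted p = 0.0064), in 5 of the 5 mice with both clusters, and higher than in C3 by 3.37 (SE 0.52, adjusted p = 2.9e-05). Fgf3, which encodes a fibroblast growth factor (ENSMUSG00000031074.14, chromosome 7 of GRCm38, 144838083 to 144844436), was higher than in C2 by 1.99 (SE 0.33, adjusted p = 0.00016), also in 5 of 5 mice, and than in C3 by 2.09 (SE 0.28, adjusted p = 3.2e-06). Cux1 was expressed in 83.9% ± 9.20 (SD, n = 10 mice) of C1 cells, 48.8% ± 24.3 (SD, n = 6) of C2 cells and 41.1% ± 18.2 (SD, n = 10) of C3 cells. It was also expressed in 74.7% ± 14.2 (SD, n = 11) of the C4 cells, which express Spi1. Fgf3 was expressed in 36.7% ± 8.68 (SD, n = 10) of C1 cells, 9.05% ± 16.2 (SD, n = 6) of C2 cells and 5.52% ± 6.49 (SD, n = 10) of C3 cells. The C2 share rests on mouse 64413 with 40% of 5 cells, and was 2.86% without it. The adjusted p values are from limma.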

*Cux1* and *Fgf3* were also found to preferentially distinguish cluster C1 (Figure 7B) but have not previously been linked to ILC development. Cluster C2 was characterized by genes associated with the ILC2 lineage, including *Il17rb*, *Il1rl1*, *Lztfl1*, and high expression of *Gata3* (Figure 7B). 

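Il17rb, which encodes a subunit of the IL-25 receptor (ENSMUSG00000015966.17, chromosome 14 of GRCm38, 29996135 to 30008896), was higher in C2 than in C3 by a log2 difference of 4.56 (SE 0.52, adjusted p = 1.6e-07), and its C1 minus C2 difference was -2.95 (SE 0.52, adjusted p = 0.00041). Il1rl1, which encodes the IL-33 receptor (ENSMUSG00000026069.15, chromosome 1 of GRCm38, 40429570 to 40465415), was higher in C2 than in C3 by 3.19 (SE 0.52, adjusted p = 0.00014), and C1 minus C2 was -3.10 (SE 0.52, adjusted p = 0.0002). Gata3 was higher in C2 than in C3 by 2.87 (SE 0.64, adjusted p = 0.0076), while its difference from C1 did not pass. All 5 genes given by the study for C2 were higher than in C3, and 4 of the 5 were higher than in C1. They were chosen on these cells, so the counts are not independent evidence.

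Of 12 measured ILC2 genes listed before the data were examined, 8 were higher in C2 than in C1 (9 when adjusted over the list alone) and 7 were higher than in C3 (9 over the list alone), with none lower in either comparison. In camera both calls held with an estimated correlation (adjusted p = 1.1e-05 and 8.3e-05). Among them, Ly6a, which encodes Sca-1, had a C1 minus C2 difference of -5.80, Pparg, a lipid-sensing nuclear receptor, -2.87, and Il9r, the IL-9 receptor, -1.49. The ILC2 list also holds Bcl11b and Il2ra, the gene of CD25, on which cells were sorted. Of the C2 cells 54 were PopI cells (Bcl11b+CD25+), while 185 of 192 C1 cells and 103 of 139 C3 cells were PopIV cells (Bcl11b-CD25-). These members are therefore not independent of the sort. Slc7a8, an amino acid transporter, was higher in C2 than in C3 by 4.84 (SE 0.53, adjusted p = 6.9e-08). In limma 226 genes differed between C2 and C3, 147 of them higher in C2 (148 genes with the mouse as a block, and 507 without the plates of mice 33385 and 33386, 447 of them higher in C2). The larger part turned in other settings, with 96 of 197 genes higher in C2 without mouse 64413, 101 of 218 over cells low in Spi1, Gata1 and Sox13, and 24 of 61 with the median over cells.

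Genes of other kinds moved with C2. Of 7 measured T cell genes, 6 were higher in C2 than in C1 and 1 was lower when adjusted over the list alone (1 and 1 over all genes, Lat with a C1 minus C2 difference of -3.46 (SE 0.52, adjusted p = 5.1e-05) and Trbc1 of 3.60 (SE 0.65, adjusted p = 0.00051)). Camera gave this list an adjusted p of 0.0007 (adjusted p = 0.07 with an estimated correlation). Of 12 dissociation and stress genes, 4 were higher in C2 than in C1, with Junb at a C1 minus C2 difference of -3.44 (list adjusted p = 2e-08, and adjusted p = 0.056 with an estimated correlation).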

Cluster C3 was characterized by predominantly ILC1-, ILC3-, and NK-related genes (Figure 7B), indicating a more heterogeneous population and supporting the *in vivo* and *in vitro* progenitor differentiation data. 

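Genes of NK cells and ILC1s set C3 apart from both other clusters. Ncr1, which encodes the activating receptor NKp46 (ENSMUSG00000062524.4, chromosome 7 of GRCm38, 4337724 to 4345164), had a C1 minus C3 difference of -6.18 (SE 0.48, adjusted p = 1.7e-11) and a C2 minus C3 difference of -5.71 (SE 0.56, adjusted p = 7.8e-09). Tbx21, which encodes T-bet (ENSMUSG00000001444.2, chromosome 11 of GRCm38, 97098071 to 97115331), had differences of -3.99 (SE 0.41, adjusted p = 1.1e-08) and -4.36 (SE 0.47, adjusted p = 6e-08). Klrk1, which encodes the receptor NKG2D, had differences of -5.14 (SE 0.43, adjusted p = 8.4e-11) and -4.79 (SE 0.49, adjusted p = 2.3e-08). The cytokine gene Ifng was higher in C3 than in C1, with a C1 minus C3 difference of -1.26 (SE 0.23, adjusted p = 0.0002). Il2rb, a subunit of the IL-2 and IL-15 receptors, had a C2 minus C3 difference of -6.14 (SE 0.64, adjusted p = 2.3e-08). Gimap4, a GTPase of lymphocytes, had the largest called difference between C1 and C3 that ran the same way in all 10 mice, at -6.34 (SE 0.44, adjusted p = 5.5e-13).

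Of 11 genes given by the study for C3, 10 were higher in C3 than in C1 and 10 were higher than in C2, the exception being Rorc. The study chose them on these cells, so this is not independent evidence. Of 12 NK and cytotoxic genes listed before the data were examined, 5 were higher in C3 than in C1 (6 higher and 1 lower when adjusted over the list alone). Against C2, 5 of the 12 were higher (9 over the list alone). In camera both calls held with an estimated correlation (adjusted p = 0.015 and 0.00014).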

Clustering of expression based on the genes displayed in Figure 7B largely recapitulated the clustering shown in the tSNE plot (Figure 7A), suggesting these genes are among the most important in differentiating these cell types. Notably, we observed additional substructure in the gene expression patterns within cluster C3. 

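Xcl1, which encodes the chemokine lymphotactin (ENSMUSG00000026573.7, chromosome 1 of GRCm38, 164931644 to 164935527), was expressed in 58.9% ± 31.6 (SD, n = 6 mice) of the C3 cells with at least 1 of Klrc1, Klrc2 and Klrd1. In the C3 cells with none of these 3 receptors of the NKG2 and CD94 family its share was 9.45% ± 13.1 (SD, n = 6, from 0 to 33.3% of a mouse). The share was higher in 5 of 6 mice (exact permutation test, p = 0.0152, adjusted p = 0.0303 over 2 tests chosen after the values were seen). With the mice paired the difference of 49.4 percentage points did not pass (adjusted p = 0.0625), and the call held in 5 of 8 alternatives (adjusted p 0.0081 to 0.17). Klrc1 (ENSMUSG00000030167.15, chromosome 6 of GRCm38, 129666015 to 129678973) was higher in C3 than in the other clusters, with a C1 minus C3 difference of -2.44 (SE 0.50, adjusted p = 0.0012) and a C2 minus C3 difference of -2.53 (SE 0.58, adjusted p = 0.011) in limma. Klrc2, a paralog that may share reads with Klrc1, had differences of -1.50 (adjusted p = 2.7e-05) and -1.63 (adjusted p = 0.00014), and Klrd1 had -1.26 (adjusted p = 0.014) and -2.19 (adjusted p = 0.00046). Cells were put into the 2 classes by these 3 genes, so the classes say nothing further about the genes themselves.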

One subcluster was characterized by the expression of NK-like genes including *Klr* transcripts, the chemokine *Xcl1*, and the absence of *Rora* and *Rorc*. Whereas the other subcluster contained cells expressing *Rora* and *Rorc* and had an absence of *Klr* genes (Figure 7B). 

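Rorc, which encodes RORγt (ENSMUSG00000028150.14, chromosome 3 of GRCm38, 94372794 to 94398276), was expressed in 19.3% ± 17.1 (SD, n = 6 mice) of the C3 cells with Klrc1, Klrc2 or Klrd1 and in 69.5% ± 24.4 (SD, n = 6) of those with none. The share was lower in the cells with Klr genes in 6 of 6 mice (exact permutation test, p = 0.00433, adjusted p = 0.00866 over 2 tests). Rora, which encodes RORα (ENSMUSG00000032238.17, chromosome 9 of GRCm38, 68653786 to 69388246), was expressed in 63.9% ± 33.5 (SD, n = 6) of the cells with Klr genes and in 88.2% ± 10.7 (SD, n = 6) of those with none (exact permutation test, p = 0.149, adjusted p = 0.149, higher in 1 of 6 mice). Some of the 139 C3 cells came from sorts gated on the reporters of these genes. They include 20 cells of the Rorc-Kat+ sort, 8 Rorc-Kat+ PopIV cells, 8 PopIIIlo Rorc-Kat- cells and 7 Gata3-Rora- PopIV cells. The classes were not compared within a sort, so the shares can follow these gates as well. Mice with at least 3 C3 cells of each class were used. The first run also took mice with at least 3 cells of 1 class only, and gave a difference in Rorc of -38 percentage points (adjusted p = 0.034, 8 mice per class) before the mice were restricted. With the mice paired, the difference of -50.2 percentage points had an adjusted p of 0.0625 in an exact test. With the threshold above 0 in place of above 5, for Rorc and for the Klr genes alike, the difference was -2.45 points (permutation test, adjusted p = 0.886). This threshold also redraws the classes, so it does not compare the same cells.

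**Figure D2:**
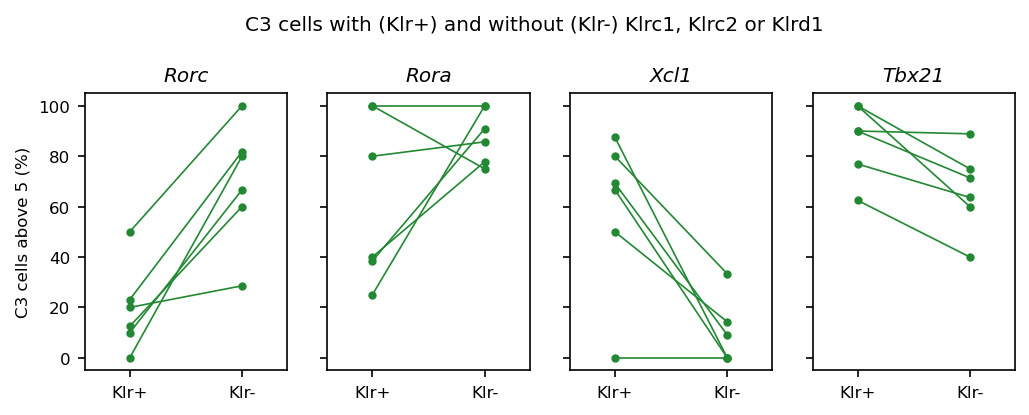
Percent of C3 cells above the threshold of 2.585 log2 above zero (y axis) for Rorc, Rora, Xcl1 and Tbx21. Cells with (Klr+) and without (Klr-) Klrc1, Klrc2 or Klrd1 are shown apart (x axis). Each line joins the 2 classes of 1 mouse, 6 mice in all. Rorc lies between 0 and 50% in Klr+ cells and between 28.6 and 100% in Klr- cells.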

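Cxcr5, which encodes a receptor that guides cells to B cell follicles (ENSMUSG00000047880.15, chromosome 9 of GRCm38, 44511787 to 44561877), was expressed in 53.8% ± 18.7 (SD, n = 10 mice) of C1 cells, and Cxcr6 (ENSMUSG00000048521.8, chromosome 9 of GRCm38, 123806475 to 123811760) in 34.4% ± 12.7 (SD, n = 10). Ccr9, a receptor for homing to the small intestine (ENSMUSG00000029530.16, chromosome 9 of GRCm38, 123678439 to 123784330), was expressed in 66.5% ± 17.5 (SD, n = 6) of C2 cells and 4.42% ± 4.64 (SD, n = 10) of C1 cells. The share was higher in C2 in 5 of the 5 mice with both (exact permutation test, p = 0.00025, the smallest that 10 mice against 6 allow, adjusted p = 0.00043 over 12 tests). Cxcr3, a receptor for chemokines induced by interferon (ENSMUSG00000050232.6, chromosome X of GRCm38, 101731535 to 101734269), was expressed in 84.3% ± 9.41 (SD, n = 10) of C3 cells, 7.69% ± 9.44 (SD, n = 10) of C1 cells and 6.12% ± 8.32 (SD, n = 6) of C2 cells, or 5.04% of C1 cells without mouse 96717 and 3.34% of C2 cells without mouse 64413. The C3 share exceeded that of C1 in 10 of 10 mice (permutation test with 100000 resamples, p = 2e-05, the smallest these can give, adjusted p = 0.00012). It exceeded that of C2 in 5 of 5 mice (exact permutation test, adjusted p = 0.00043). C1 and C2 did not differ detectably in Cxcr3 (exact permutation test, p = 0.785). Mice with C2 cells number 5 when paired, which allows no exact p under 0.0625, so with pairing the adjusted p of these 2 comparisons with C2 was 0.094.

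Of 15 chemokine receptor genes in limma, 1 was higher and 2 were lower in C1 than in C3, and camera gave the list an adjusted p of 0.015 with an estimated correlation. The list did not hold between C1 and C2 (adjusted p = 0.083) or between C2 and C3 (adjusted p = 0.042, and adjusted p = 0.14 with an estimated correlation).

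**Figure D3:**
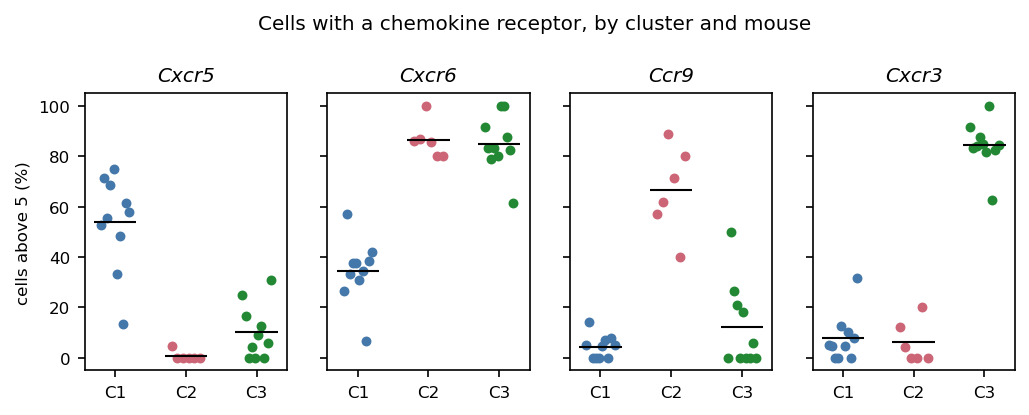
Percent of cells above the threshold of 2.585 log2 above zero (y axis) for 4 chemokine receptor genes in clusters C1, C2 and C3 (x axis). Each point is 1 mouse with at least 5 cells in the cluster and each bar is the mean, at 53.8% for Cxcr5 in C1, 66.5% for Ccr9 in C2 and 84.3% for Cxcr3 in C3.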

Differential chemokine receptor expression delineated clusters: cells in cluster C1 were predominantly C-X-C motif chemokine receptor 5-positive (*Cxcr5*^+^) but *Cxcr6*^−^, whereas C2 cells expressed principally C-C motif chemokine receptor 9 (*Ccr9*), and *Cxcr3* was largely restricted to C3 (Figure 7C).

To investigate the potential lineage relationship between the progenitors, we performed pseudotime analysis on the bone marrow ILC and NK progenitors by using data from cells that did not express *Spi1*, *Gata1*, or *Sox13*, and that were sequenced with greater read depth (predominately cells in clusters C1–C3). 

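Cells of C1, C2 and C3 were placed on straight axes between the cluster means over 500 variable genes, with each axis drawn from the other mice, for the 5 mice that held all 3 clusters. On the axis from C1 (at 0) to C2 (at 1), C1 cells lay at a median of -0.075 (range -0.546 to 1.11, 88 cells) and C2 cells at 1.11 (range -0.434 to 1.52, 152 cells). On the axis from C1 to C3, C1 cells lay at a median of -0.092 (range -0.559 to 0.994) and C3 cells at 1.03 (range 0.231 to 1.54, 91 cells). The ranges of C1 overlapped with those of C2 and of C3 on their axes. These axes order cells between clusters drawn by the authors and do not look for a branch. Monocle, with which the authors computed pseudotime, was not run.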

Using this approach, we identified developmental intermediates along a trajectory from the early progenitor cells located in cluster C1 toward a bifurcation point at which the ILC2Ps (cluster C2) and the putative ILC1, ILC3, and NK progenitors (cluster C3) diverged (Figure 7D). Furthermore, using index sequencing data captured during sample collection, we mapped the phenotypes of individual cells onto the pseudotime plot (Figures 7E and S7A). Cluster C2 consisted primarily of cells sorted from population I. The majority of cells in cluster C1 correlated to population IVa, whereas cluster C3 and the transitional states comprised a heterogeneous mix of multiple phenotypes. 

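Among 169 C2 cells, 56 had been sorted as Id2+IL-7Rα+Rorc-Kat+ with no label for Bcl11b or CD25 (33.1%, 95% Clopper-Pearson exact interval 26.1 to 40.8%), 54 as PopI (32%, interval 25.0 to 39.6%) and 22 as PopIIIlo Rorc-Kat- (13.0%). Among the 115 C2 cells with Spi1, Gata1 and Sox13 at or under 5, 47 were PopI cells (40.9%, interval 31.8 to 50.4%) and 24 were of the Rorc-Kat+ sort (20.9%). Of 192 C1 cells, 66 were PopIV cells sorted without a further gate (34.4%), 44 were α4β7+Gata3loRoralo (22.9%), 24 were PopIVa (12.5%), 24 were α4β7lo (12.5%) and 13 were α4β7hi (6.77%). Of 139 C3 cells, 40 were PopIV cells without a further gate (28.8%), 32 were α4β7lo PopIV cells (23%) and 20 were of the Rorc-Kat+ sort (14.4%). These shares follow the number of cells collected from each sort as well as their kind.

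Read per mouse, 61.3% ± 24.7 (SD, n = 4) of PopI cells lay in C2 against 8.00% ± 11.3 (SD, n = 4, from 0 to 24% of a mouse) of PopIV cells. These PopIV cells were pooled over gates, which differed between the mice. The share was higher for PopI in 4 of 4 mice (exact permutation test, p = 0.0286, the smallest for 4 against 4, adjusted p = 0.0429 over 3 tests). Among PopIV cells, 64.7% ± 18.0 (SD, n = 5) of those with high α4β7 lay in C1 against 23.5% ± 8.00 (SD, n = 5) of α4β7lo cells, higher in 5 of 5 mice (exact permutation test, p = 0.00794, the smallest for 5 against 5, adjusted p = 0.0238). Of Rorc-Kat+ PopIV cells 19.6% ± 14.4 (SD, n = 4) lay in C3, against 24.4% ± 9.42 (SD, n = 4) of ungated PopIV cells (exact permutation test, p = 0.6). The ungated sort can hold Rorc-Kat+ cells, and 27 of the 45 Rorc-Kat+ PopIV cells lay in C4. Over cells of C1 to C3 only, the share in C3 was higher for Rorc-Kat+ cells by 16.0 points, which did not pass either. With mice paired, 4 or 5 pairs cannot reach an adjusted p of 0.05, and both called differences had an adjusted p of 0.1875 (53.3 and 41.2 points).

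**Figure D4:**
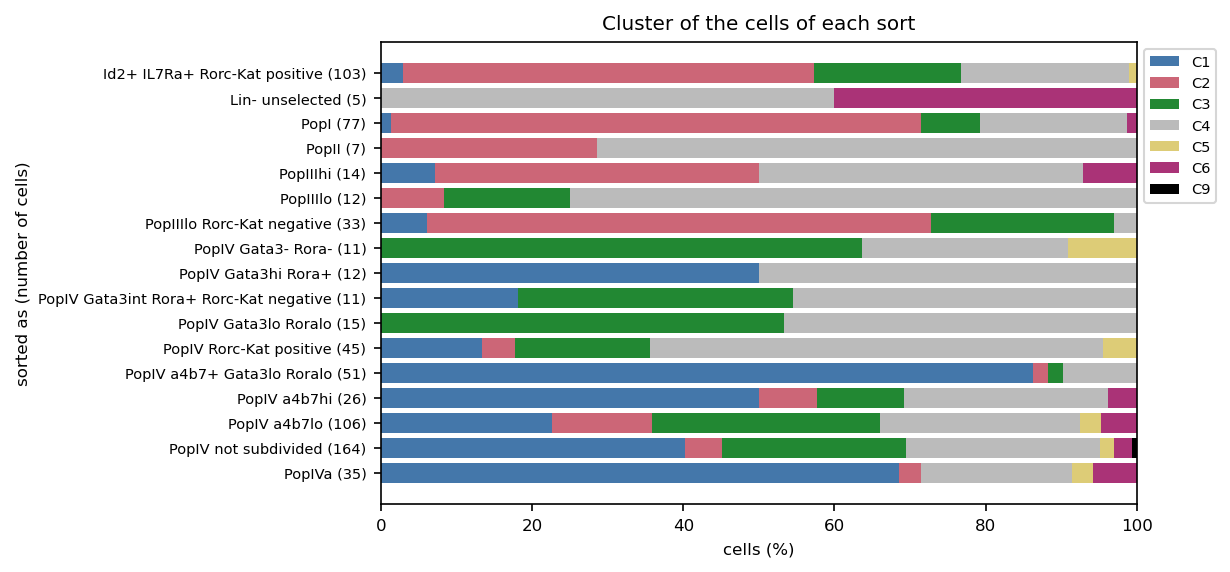
Percent of the cells of each sort (x axis) that the authors' clustering placed in each cluster (colors), with the number of cells in parentheses (y axis). C2 takes the largest part of PopI and of the Rorc-Kat+ sort, and C1 that of PopIVa and of α4β7+Gata3loRoralo cells.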

Altogether these data corroborate our *in vivo* and *in vitro* analyses of NK and ILC developmental potential, demonstrating the existence of Id2^+^ multipotent bone marrow ILC1, ILC3, and NK progenitors. Furthermore, they highlight the heterogeneous potential of the ILC and NK progenitors and how this is distinct from the relatively uniform differentiation of the more frequent ILC2Ps.

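Cells within C3 lay a median of 0.887 ± 0.0205 (SD, n = 10 mice) apart, as 1 minus the Spearman correlation over 500 variable genes between cells of the same mouse. Cells within C2, the ILC2P cluster, lay 0.856 ± 0.0442 (SD, n = 6) apart and cells within C1 0.856 ± 0.0324 (SD, n = 10) apart. The difference between C3 and C2 did not pass (exact permutation test, p = 0.0774, adjusted p = 0.155 over 2 tests), with C3 the more spread in 4 of the 5 mice that hold both. C1 and C2 did not differ detectably (exact permutation test, p = 0.987). Among cells with Spi1, Gata1 and Sox13 at or under 5, a setting whose test was chosen after the values were seen, C3 exceeded C2 by 0.0535 (adjusted p = 0.020, exact permutation test). From the clusters, the pseudotime and the sorted phenotypes of the cells, beside its transfer and culture experiments, the paper concludes that Id2+ bone marrow cells include multipotent progenitors of ILC1s, ILC3s and NK cells.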

## Discussion

Multiple TFs have been associated with ILC differentiation and a number of progenitor states, including the EILP, αLP, CHILP, ILCP, and ILC2P, have been defined on the basis of combinations of surface protein and TF reporter expression (Constantinides et al., 2014, Harly et al., 2018, Klose et al., 2014, Seillet et al., 2016, Walker et al., 2015, Wong et al., 2012, Yang et al., 2015, Yu et al., 2016, Yu et al., 2015). In this study, the generation of 5x polychromILC mice enabled us to delineate bone marrow ILC progenitors on the basis of expression of 5 key ILC-associated TFs: Id2, Bcl11b, Gata3, RORα, and RORγt. This approach enabled the resolution and isolation of rare progenitor cell populations for subsequent analysis of lineage potential and gene expression.

Among the Id2-BFP^+^ bone marrow cells, ILC2Ps were predominant, and Id2-BFP^+^Bcl11b-tdTom^+^Gata3-hCD2^hi^ bone marrow cells gave rise exclusively to ILC2 progeny. Indeed, Bcl11b^+^ and Gata3^hi^ co-expression was sufficient to ensure ILC2 commitment in cells that had not upregulated CD25 (PopIII^hi^). Upregulation of Bcl11b alone was insufficient to drive ILC2 commitment given that Bcl11b^+^Gata3^lo^ cells (III^lo^) retained the capacity to generate all other ILC and NK lineages. A small fraction of this uncommitted Bcl11b^+^Gata3^lo^ cell subset expressed Rorc-Kat (III^lo-kat+^) and had a greater propensity to generate ILC3 upon adoptive transfer and gave exclusively ILC3s upon *in vitro* culture. These elusive cells (approximately 1 cell in a million in the bone marrow) appear to represent the earliest committed ILC3 progenitors in mouse bone marrow, and their discovery demonstrates the utility of our multi-TF-driven approach. Although ILC progenitors might seed the peripheral tissues and differentiate *in situ* to populate the ILC3 niche, our results now raise the possibility that already-committed bone-marrow-derived ILC3 progenitors populate mucosal tissues. Future studies will be needed to determine the relative contributions of these alternative pathways for ILC3 generation.

We also identified a spectrum of multipotent Id2^+^Bcl11b^−^ bone marrow populations that were heterogeneous with respect to α4β7 integrin and Gata3 expression. A major fraction of these cells was α4β7^hi^Gata3^+^ (IVa) and co-expressed PLZF and PD-1 and corresponded to the ILCP reported previously to be an ILC1-, ILC2-, ILC3-restricted progenitor (Constantinides et al., 2014, Harly et al., 2018). However, we observed that in addition to generating ILC1s, ILC2s, and ILC3s, these ILCPs gave rise to a population of Rora-Teal^−^lineage^+^NK1.1^+^NKp46^+^ NK cells that expressed Eomes and perforin, indicating additional lineage potential. Thus ILCP, as currently defined, is not exclusively ILC-lineage restricted but retains some NK lineage potential. A recent report utilizing Id2 and PLZF reporters has also demonstrated that an ILCP population has the potential to differentiate into ILC1, ILC2, ILC3, and NK cells (Xu et al., 2019). We also identified a minor fraction of α4β7^lo^Gata3^+^ ILCP-related cells (IVb), a small proportion of which also expressed Rorc-Kat (IVc) that also gave rise to a population of *Rora*-Teal^−^Lin^+^NK1.1^+^NKp46^+^ NK cells, in addition to ILC1s, ILC2s, and ILC3s. Although a small proportion of α4β7^lo^ ILCP-related cells expressed Rorc-Kat, unlike their Bcl11b^+^ counterparts, these cells showed little propensity for ILC3 restriction after stromal cell co-culture or adoptive transfer. Rather than signifying commitment, Rorc-Kat expression in this instance could reflect the multi-lineage priming reported to occur prior to ILC-lineage commitment during embryogenesis (Ishizuka et al., 2016).

The expression of PLZF has been used to define the transition between CHILP and ILCP (Constantinides et al., 2014, Klose et al., 2014) and has been associated with an ILC-committed progenitor population that has lost the capacity to generate NK cells and LTi. It has been postulated that LTi cells originate from PLZF^−^ progenitors on the basis of cell fate analyses (Xu et al., 2019) and the observation that mature LTi are negative for both fate-mapping and expression reporters in a strain that drives expression of a Cre-GFP fusion protein from the *Zbtb16* promoter as part of a bicistronic allele utilizing an IRES sequence (Constantinides et al., 2014). However, our data indicate that the vast majority of HSCs, CHILPs, and mature LTi cells are Zbtb16-tdTom^+^. Similarly, EILPs have also been reported to be PLZF^+^ (Harly et al., 2018). It is thus surprising that LTi cells were fate-mapper negative in the PLZF-fm strain (Constantinides et al., 2014). This discrepancy might reflect a lower expression of the Cre-GFP fusion protein and/or inefficiency of Cre excision of the STOP cassette, which triggers fate-mapping reporter expression, or might be attributable to the requirement to remove FM^+^ bone marrow (BM) cells and reconstitute recipients with FM^−^ cells because of PLZF expression during mouse development (Constantinides et al., 2014). By contrast, our *Zbtb16*^tdTom^ strain showed a wide dynamic range of reporter expression (CHILPs > ILC2Ps > HSCs > CLPs), which accurately recapitulated the profile of PLZF protein expression determined by intracellular staining. Incorporation of the *Zbtb16*^tdTom^ allele into additional compound reporter strains might help to clarify the role of PLZF in ILC commitment.

Single-cell gene expression analysis of ILC bone marrow progenitors revealed three predominant clusters of cells with distinct ILC-associated gene expression patterns: an early progenitor (C1), an ILC2P population (C2), and a mixed ILC1, ILC3, and NK progenitor population (C3). C1 was characterized by genes associated with early progenitors including *Zbtb16*, *Pdcd1*, *Tox*, *Tox2*, *Kit*, *Sox4*, *Hes1*, *Gata3*, and *Myb* (Allan et al., 2017, Cherrier et al., 2018, Eberl et al., 2004, Ishizuka et al., 2016, Lee et al., 2011, Seehus et al., 2015, Wong et al., 2012, Yu et al., 2016, Zhu, 2017). Indeed, the widespread expression of *Zbtb16* (PLZF) and *Pdcd-1* (PD-1) in C1 suggests they are ILCPs (population IVa in our analysis). 

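Both Zbtb16 and Pdcd1 were expressed in 139 of 192 C1 cells, a share of 68.9% ± 16.4 (SD, n = 10 mice), against 14.1% ± 23.1 (SD, n = 6) of C2 cells (4.97% without mouse 64413) and 13.6% ± 14.8 (SD, n = 10) of C3 cells. By sort, both genes were found in 29 of 35 PopIVa cells (78.6% ± 18.9 over mice, SD, n = 3), 33 of 51 α4β7+Gata3loRoralo cells (59.3% ± 22.9, SD, n = 3) and 26 of 106 α4β7lo PopIV cells (24.5% ± 16.5, SD, n = 5). They were found in 1 of 77 PopI cells. PopIVa and α4β7+Gata3loRoralo cells of the same 3 mice differed in 1 of 12369 genes in limma, with 577 at an unadjusted p under 0.05. That gene was Lmo4, a LIM domain cofactor (ENSMUSG00000028266.17, chromosome 3 of GRCm38, 144188530 to 144205220), higher in PopIVa by 5.78 (SE 0.76, adjusted p = 0.0095) in 3 of 3 mice. It passed in 4 of 10 alternatives, and 7 genes passed with the mouse as a block. In simulated data this comparison recovered 0% of genes changed by log2 1 and 8% of those changed by log2 2. The low count therefore does not show that the 2 sorts are alike.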

PD-1 has been reported as a marker of PLZF^+^ ILCPs (Seillet et al., 2016, Yu et al., 2016), though the absence of PLZF (Harly et al., 2018) or PD-1 in mice did not alter ILCP development (Seillet et al., 2016). C1 was also characterized by the expression of transcriptional repressors such as core binding factor Cbfa2t3 (Seillet et al., 2016) and *Cux1*, a repressor for which there are multiple binding sites in the *Zbtb16* promoter region (Fréchette et al., 2010) but which has not been linked previously with ILC progenitors. Cluster 2 was clearly ILC2Ps, characterized by the expression of the *Il17rb* and *Il1rl1* encoding the receptors for IL-25 and IL-33 and high amounts of *Gata3* (Halim et al., 2012, Yu et al., 2016, Zhu, 2017). 

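Lztfl1 (ENSMUSG00000025245.14, chromosome 9 of GRCm38, 123694416 to 123717697) was expressed in 67.1% ± 16.1 (SD, n = 6 mice) of C2 cells, 30.8% ± 10.6 (SD, n = 10) of C1 cells and 34.4% ± 19.4 (SD, n = 10) of C3 cells. In limma its C1 minus C2 difference was -3.75 (SE 0.60, adjusted p = 0.00013), lower in C1 in 5 of the 5 mice with both clusters, and its C2 minus C3 difference was 3.63 (SE 0.60, adjusted p = 0.00016). In C4, 34.7% ± 15.3 (SD, n = 11) of cells expressed it. The gene lies on the minus strand within the annotated span of Ccr9, which is on the plus strand. Whether reads of one are counted for the other cannot be told from these values.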

*Lztfl1*, the gene encoding leucine zipper transcription-factor-like 1 (LZTFL1), is reported to be expressed in all mature ILC subsets in the small intestine but here was largely restricted to the ILC2Ps. 

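As a group, ILC3 genes were not called between C3 and C2, and between C3 and C1 the call was lost with an estimated correlation. Of 13 measured ILC3 genes listed before the data were examined, 3 were higher and 1 was lower in C3 than in C1 (camera adjusted p = 0.011, and adjusted p = 0.19 with an estimated correlation). Against C2, 1 was higher in C3 and none was lower (adjusted p = 0.84). Ltb, which encodes lymphotoxin β, had a C1 minus C3 difference of -2.65 (adjusted p = 7.1e-05). Rorc had a C1 minus C3 difference of -0.36 (SE 0.52, adjusted p = 0.72) and a C2 minus C3 difference of 0.88 (SE 0.60, adjusted p = 0.53) in limma, and neither passed. Among genes of cytotoxic cells, Nkg7 had a C2 minus C3 difference of -4.98 (SE 0.61, adjusted p = 9.4e-07) and Fcer1g, a signalling chain of Fc and NK receptors, of -5.53 (adjusted p = 6.5e-05). Cd244a, which encodes the receptor 2B4, had a C1 minus C3 difference of -2.11 (adjusted p = 0.00028).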

Cluster 3 represented a highly heterogeneous population which shared both ILC1, ILC3, and NK cell gene expression signatures. Two subclusters were present in C3. The putative ILC1 and ILC3 progenitors frequently co-expressed *Tbx21* and *Rorc*, in addition to *Ncr1* (encoding NKp46), suggesting their potential to generate either lineage. 

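Among C3 cells with Rorc, Tbx21 was expressed in 74.7% ± 15.9 (SD, n = 7 mice) and Ncr1 in 88.1% ± 20.9 (SD, n = 7). Among C3 cells without Rorc, the shares were 72.7% ± 25.4 (SD, n = 7) for Tbx21 and 85.9% ± 12.3 (SD, n = 7) for Ncr1. Neither gene differed detectably between the classes (exact permutation tests, p = 0.858 and 0.837, adjusted p = 0.858 for both over 2 tests). Tbx21 and Ncr1 were found together in 72.4% ± 17.1 (SD, n = 7) of the cells with Rorc and 61.4% ± 17.6 (SD, n = 7) of those without, higher in 4 of 7 mice (exact permutation test, p = 0.258, a test chosen after the values were seen). Mice with at least 3 C3 cells of each class were used.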

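Tbx21 was expressed in 86.6% ± 14.5 (SD, n = 6 mice) of the C3 cells with Klrc1, Klrc2 or Klrd1 and in 66.5% ± 16.4 (SD, n = 6) of the C3 cells with none of them. The share was higher in the cells with Klr genes in 6 of 6 mice (exact permutation test, p = 0.0455, adjusted p = 0.0455 over 2 tests chosen after the values were seen). The call held in 2 of 8 alternatives (adjusted p 0.030 to 0.95) and was lost with the mice paired (20.1 percentage points, adjusted p = 0.0625). Klrb1c, which encodes the NK cell marker NK1.1, was higher in C3 than in C1, with a C1 minus C3 difference of -3.12 (SE 0.52, adjusted p = 9.1e-05) in limma.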

The other subcluster was characterized by the expression of *Klr* genes and *Tbx21*, but not *Rorc or Rora*, highlighting their probable commitment to the NK cell lineage. C3 was most clearly delineated from ILCPs and ILC2Ps by the expression of CD7, a cell surface molecule used as a pan-ILC marker in human studies (Lim et al., 2017) that is poorly studied in mouse ILC biology. 

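Cd7 (ENSMUSG00000025163.6, chromosome 11 of GRCm38, 121036747 to 121039418) was expressed in 97.4% ± 4.54 (SD, n = 10 mice) of C3 cells, 44.2% ± 11.8 (SD, n = 10) of C1 cells and 35.2% ± 24.8 (SD, n = 6) of C2 cells. In limma its C1 minus C3 difference was -4.88 (SE 0.55, adjusted p = 8.3e-08) and its C2 minus C3 difference was -5.01 (SE 0.63, adjusted p = 1.5e-06). By size of the log2 difference, Gimap4, Ncr1 and Cxcr3 were among the genes that exceeded Cd7 in both comparisons, with Cxcr3 at -5.33 from C1 and -5.23 from C2. The size of a step above zero differs between genes, which limits such a ranking. Cd7 was also expressed in 64.1% ± 13.4 (SD, n = 11) of C4 cells.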

Although a small number of genes were expressed by most cells in C3, this cluster was otherwise notable for the heterogeneity of gene expression.

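Ncr1 was expressed in 89.3% ± 13.5 (SD, n = 10 mice) of C3 cells, and Tbx21 in 69.5% ± 19.0 (SD, n = 10). The 3 Klr genes used for the classes were found in a smaller part of the cluster, with Klrd1 in 39% ± 16.0 (SD, n = 10), Klrc1 in 33.9% ± 25.0 (SD, n = 10) and Klrc2 in 26.1% ± 14.3 (SD, n = 10). Klrc1 ranged from 0 to 80% of the C3 cells of a mouse, and Xcl1, in 34.5% ± 27.8 (SD, n = 10), ranged from 0 to 90%. Rorc was found in 43.7% ± 22.6 (SD, n = 10) of C3 cells and Rora in 76.7% ± 21.7 (SD, n = 10). No test was made across these genes.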

Clusters C1, C2, and C3 could be discriminated by their chemokine receptors. As shown previously, CXCR6 expression defines a proportion of EILPs and αLPs (Yang et al., 2015, Yu et al., 2014); however, CXCR6^−^ αLPs also appear capable of generating ILCs and NK cells (Yu et al., 2014). Our single-cell analysis indicated that only relatively few cells in cluster C1 expressed *Cxcr6* but that almost all cells in clusters C2 and C3 were *Cxcr*6^+^, indicating that this marker has limited specificity among ILC resident bone marrow progenitors. However, it is notable that the deletion of CXCR6 results in a modest accumulation of ILCPs in the bone marrow (Chea et al., 2015). 

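Cxcr6, whose ligand CXCL16 is made by stromal and myeloid cells, was expressed in 86.4% ± 7.32 (SD, n = 6 mice) of C2 cells and 84.9% ± 11.2 (SD, n = 10) of C3 cells. The share in C1 was lower than in C2 in 5 of 5 mice (exact permutation test, adjusted p = 0.00043) and lower than in C3 in 10 of 10 mice (permutation test, adjusted p = 0.00012). C2 and C3 did not differ detectably (exact permutation test, p = 0.784). In limma the C1 minus C2 difference was -5.48 (SE 0.59, adjusted p = 1.2e-07) and the C1 minus C3 difference was -5.09 (SE 0.51, adjusted p = 6.2e-09). With mice paired, the C1 minus C2 difference of -51 percentage points had an adjusted p of 0.094 in an exact test on 5 pairs. In the C4 cells, which express Spi1, 68.7% ± 14.9 (SD, n = 11) expressed Cxcr6.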

A recent study reported that *Cxcr5* expression, assessed by bulk cell population gene expression analysis, was absent in αLP, moderately induced in EILP, and highest in ILCPs and surface CXCR5 was detected on ILCPs (Harly et al., 2018). 

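Cxcr5 was expressed in 0.769% ± 1.88 (SD, n = 6 mice) of C2 cells, among these mice in 33385 alone, and 10.4% ± 10.8 (SD, n = 10) of C3 cells. Over the C2 cells of all mice, 6 of 169 expressed Cxcr5 (3.55%). Its share in C1 exceeded that in C2 in 5 of 5 mice (exact permutation test, adjusted p = 0.00043) and that in C3 in 10 of 10 mice (permutation test, adjusted p = 0.0004). C3 exceeded C2 (exact permutation test, p = 0.035, adjusted p = 0.0466), a call that was lost in 7 of 7 alternatives. The C1 minus C2 difference of Cxcr5 was 3.39 (SE 0.46, adjusted p = 1.1e-05) in limma, and the C1 minus C3 difference was 2.76 (SE 0.40, adjusted p = 9.1e-06). With mice paired, C1 exceeded C2 by 57.9 percentage points (adjusted p = 0.094, exact test on 5 pairs). The C4 cells also held Cxcr5, in 21.6% ± 11.3 (SD, n = 11).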

With the benefit of 5x polychromILC mice to enrich, identify, and isolate rare single progenitors, we identified that *Cxcr5* expression was mostly restricted to C1 and there was little to no expression detected in C2 or C3. This suggests that Cxcr5 expression is a useful marker of the ILCPs. However, it is unclear what role CXCR5 is playing in ILC development. CXCR3 has been reported to be expressed on mature ILC1s (Cortez et al., 2015, Klose et al., 2014), although its role in ILC progenitor biology is unknown. As reported previously, CCR9 is primarily expressed on ILC2Ps (Hoyler et al., 2012), as we observed in cluster C2 in the bone marrow, and ILC2 homing to the small intestine is impaired in *Ccr9*^−/−^ mice (Kim et al., 2015).

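Ccr9 was expressed in 12.1% ± 16.7 (SD, n = 10 mice) of C3 cells, or 7.91% without mouse 2288. The C2 share exceeded that of C3 in 5 of the 5 mice with both clusters (exact permutation test, p = 0.0005, adjusted p = 0.00075), and C1 and C3 did not differ detectably (permutation test, p = 0.189, adjusted p = 0.227). In limma the C1 minus C2 difference of Ccr9 was -5.41 (SE 0.52, adjusted p = 1.1e-08) and the C2 minus C3 difference was 5.18 (SE 0.52, adjusted p = 1.4e-08). Among sorted cells, PopI minus PopIV was 4.90 (SE 1.04, adjusted p = 0.08) over 4 mice and did not pass. With mice paired, the share in C1 minus that in C2 was -63 points and that in C2 minus that in C3 was 51.3 points (both adjusted p = 0.094 in exact tests on 5 pairs).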

These clusters, defined by gene expression, mirror the bone marrow progenitors identified during the phenotypic characterization of 5x polychromILC mice. 

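PopI cells, sorted as Bcl11b+CD25+Gata3hi, had more Rnf128, which encodes the ubiquitin ligase GRAIL (ENSMUSG00000031438.11, chromosome X of GRCm38, 139563316 to 139673145), than PopIV cells of the same 4 mice, by 7.36 (SE 1.04, adjusted p = 0.0064), and more Ly6a (ENSMUSG00000075602.10, chromosome 15 of GRCm38, 74994877 to 74998031), by 6.48 (SE 1.06, adjusted p = 0.027). PopIV was pooled over its gates, which were on Gata3, Rora and Rorc-Kat in mice 58417 and 59146 and on α4β7 in 33385 and 33386. Tox2 (ENSMUSG00000074607.11, chromosome 2 of GRCm38, 163203125 to 163324170) and Cxcr5 were lower in PopI, with PopI minus PopIV differences of -2.61 (SE 0.47, adjusted p = 0.044) and -1.64 (SE 0.31, adjusted p = 0.048). Il17rb, Il1rl1 and Lztfl1 had differences of 3.81 (adjusted p = 0.089), 4.76 (adjusted p = 0.11) and 4.44 (adjusted p = 0.089), which did not pass. Of 14 ILC2 genes, 1 passed over all genes and 9 were higher when adjusted over the list alone (camera adjusted p = 0.0045 with an estimated correlation). The list holds Bcl11b and Il2ra, the gene of CD25, on which PopI was sorted, so it is not independent of the sort. Of 12 study C1 genes, 1 was lower over all genes. When adjusted over the list alone, 11 were lower and 1 was higher. In limma 7 of 12262 genes differed, 2 higher and 5 lower, and 32 did with the mouse as a block. Without mouse 33385, 33386, 58417 or 59146 the count was 4, 1, 0 or 15.

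PopIV cells with high α4β7 had more Cux1 than α4β7lo PopIV cells of the same 5 mice, by 2.77 (SE 0.49, adjusted p = 0.0062), more Itga4, the α4 chain used in the sort (ENSMUSG00000027009.18, chromosome 2 of GRCm38, 79255426 to 79333123), by 2.74 (SE 0.53, adjusted p = 0.014), and more Pdcd1, by 3.03 (SE 0.67, adjusted p = 0.037), though Pdcd1 passed in 3 of 12 alternatives. Genes that set C3 apart were lower, with Klrk1 at -4.02 (SE 0.50, adjusted p = 0.00025), Cd7 at -3.77 (SE 0.52, adjusted p = 0.00075) and Ncr1 at -4.01 (SE 0.65, adjusted p = 0.0044). Of 11 study C3 genes 5 were lower (10 when adjusted over the list alone), and of 12 study C1 genes 2 were higher (11 over the list alone), and camera kept both lists with an estimated correlation (adjusted p = 0.0067 and 0.023). These sorts do not depend on the clustering, but the lists were chosen by the study on cells that include them. In limma 51 of 12389 genes differed, 14 higher and 37 lower, and 105 did with the mouse as a block. The count fell to 2 without mouse 64413, 7 without 64414, 13 without 33385 and 18 without 64415, and was 110 without 33386.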

Our pseudotime analysis suggests that the switch associated with ILC2 lineage commitment represents a rapid and concerted alteration in gene expression leading to “all-or-nothing” lineage commitment with very few cells representing intermediates along the ILC2P branch. In contrast, many more transition states were located between the early progenitor (ILCP) and putative ILC1, ILC3, and NK progenitors, reflecting the heterogeneity in TF and surface molecule expression that we observed among non-ILC2P bone marrow progenitors. 

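The share of cells between 0.25 and 0.75 of the way from C1 to C2 was 19.0% ± 7.38 (SD, n = 5 mice), over C1 and C2 cells. From C1 to C3 it was 20.8% ± 3.81 (SD, n = 5), over C1 and C3 cells. The shares did not differ detectably (exact permutation test, p = 0.635), and the share was higher toward C2 in 2 of 5 mice. The positions are on straight axes between cluster means, with no branches and no pseudotime. C2 cells came for the larger part from mice 33385 and 33386.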

A recent report has described a similar divergence of human ILC2 progenitors from a progenitor with shared NK cell and ILC3 lineage potential (Chen et al., 2018).

Our data support a model whereby EILPs progress directly to the PLZF^+^ ILCP state, then progress through a trans-ILCP intermediate phase before expressing TFs characteristic of lineage-committed progenitors and divergence of ILC2Ps from a common NK, ILC1, and ILC3 developmental pathway (Figure S7B).

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-mouse CD3 (145-2C11)	Biolegend	Cat#100320; RRID: AB_312685
Anti-mouse CD5 (53-7.3)	eBioscience	Cat#25-0051-81; RRID: AB_657755
Anti-mouse CD4 (GK1.5)	eBioscience	Cat#25-0041-82; RRID: AB_469576
Anti-mouse CD8 (53-6.7)	eBioscience	Cat#25-0081-82; RRID: AB_469584
Anti-mouse CD11b (M1/70)	Biolegend	Cat#101216; RRID: AB_312799
Anti-mouse CD11c (N418)	eBioscience	Cat#25-0114-82; RRID: AB_469590
Anti-mouse CD19 (eBio1D3)	eBioscience	Cat#25-0193-82; RRID: AB_657663
Anti-mouse FcεRI (MAR-1)	eBioscience	Cat#25-5898-82; RRID: AB_2573493
Anti-mouse Ly-6C/Ly-6G (RB6-8C5)	eBioscience	Cat#25-5931-82; RRID: AB_469663
Anti-mouse TER-119 (TER-119)	eBioscience	Cat#25-5921-82; RRID: AB_469661
Anti-mouse NK1.1 (PK136)	eBioscience	Cat#25-5941-82; RRID: AB_469665
Anti-mouse Nkp46 (29A1.4)	Biolegend	Cat#137619; RRID: AB_2562452
Anti-mouse IFN-γ (XMG1.2)	Biolegend	Cat#505838; RRID: AB_2629667
Anti-mouse CD16/CD32 (Fc Block) (2.4G2)	BioXCell	Cat#BE0307; RRID: AB_2736987
Anti-mouse IL-7Rα (SB/199)	Biolegend	Cat#121104; RRID: AB_493502
Anti-mouse CD62L (MEL-14)	Biolegend	Cat#104438; RRID: AB_2563058
Anti-mouse CD117 (c-Kit) (2B8)	Biolegend	Cat#105824; RRID: AB_2131597
Anti-mouse IL-5 (TRFK5)	Biolegend	Cat#504306; RRID: AB_315330
Anti-mouse CCR6 (CD196) (29-2L17)	Biolegend	Cat#129814; RRID: AB_1877147
Anti-mouse CD61 (HMβ3-1)	Biolegend	Cat#13-0611-81; RRID: AB_466487
Anti-mouse I-A/I-E (M5/144.15.2)	Biolegend	Cat#107636; RRID: AB_2734168
Anti-human CD2 (RPA-2.10)	Biolegend	Cat#300218; RRID: AB_2566040
Anti-mouse CD45 (30-F11)	eBioscience	Cat#56-0451-82; RRID: AB_891454
Anti-mouse CD45.2 (104)	eBioscience	Cat#56-0454-82; RRID: AB_657752
Anti-mouse KLRG1 (2F1)	eBioscience	Cat#46-5893-82; RRID: AB_10670282
Anti-mouse CD49b (DX5)	eBioscience	Cat#17-5971-82; RRID: AB_469485
Anti-mouse CD44 (IM7)	eBioscience	Cat#17-0441-82; RRID: AB_469390
Anti-mouse α4β7 Integrin (DATK32)	eBioscience	Cat#46-5887-82; RRID: AB_2573793
Anti-mouse PD-1 (J43)	BD Biosciences	Cat#565815; RRID: AB_2739366
Anti-mouse Sca-1(D7)	eBioscience	Cat#45-5981-82; RRID: AB_914372
Anti-mouse IL-13 (eBio13A)	eBioscience	Cat#12-7133-82; RRID: AB_763559
Anti-mouse CD200R (OX-110)	eBioscience	Cat#46-5201-82; RRID: AB_10804765
Anti-mouse CD25 (PC61.5)	eBioscience	Cat# 46-0251-82; RRID: AB_2734935
Anti-mouse Flt3 (CD135) (A2F10)	eBioscience	Cat#46-1351-82; RRID: AB_10733393
Anti-mouse Eomes (Dan 11mag)	eBioscience	Cat#46-4875-82; RRID: AB_10597455
Anti-mouse Tbet (eBio4B10)	eBioscience	Cat#50-5825-82; RRID: AB_10596655
Anti-mouse Perforin (S16009B)	Biolegend	Cat#154404; RRID: AB_2721465
Anti-mouse CD49a (Ha31/8)	BD Biosciences	Cat#564862; RRID: AB_2734135)
Anti-mouse T1/ST2 (DJ8)	MD Bioproducts	Cat#101001B; RRID: AB_947551
Anti-human/mouse/rat PLZF (D-9)	Santa Cruz	Cat#sc-28319; RRID: AB_2218941

**Chemicals, Peptides, and Recombinant Proteins**		

Collagenase I	GIBCO	Cat#17100-017
DNase I, from bovine pancreas	Sigma-Aldrich	Cat#D5025/DN25
Fixable Viability Dye eFluor780	Invitrogen	Cat#65-0865-14
Liberase TL, research grade	Roche	Cat#385040
PBS (endotoxin-free)	Sigma-Aldrich	Cat#D1408
Fetal Calf Serum	GIBCO	Cat#10270-106
Percoll	GE Healthcare	Cat#17-0891-01
HEPES	GIBCO	Cat#15630-056
2-Mercaptoethanol	Sigma-Aldrich	Cat#M6250
RPMI 1640 + GlutaMAX	GIBCO	Cat#61870-010
IMDM	GIBCO	Cat#31980-022
Non-EAA	GIBCO	Cat#111040-050
Protein Transport Inhibitor Cocktail	Invitrogen	Cat#00-4980-93
GolgiPlug™	BD Biosciences	Cat#51-2301KZ
16% Paraformaldehyde, Methanol-free	ThermoScientific	Cat#28906
Foxp3 Staining Kit	eBioscience	Cat#00-5523-00
Cytofix/Cytoperm Plus Kit	BD Biosciences	Cat#555028
PMA (phorbol 12-myristate 13-acetate)	Sigma-Aldrich	Cat#P8139
Ionomycin	Sigma-Aldrich	Cat#I0634
rmIL-7, carrier-free	Biolegend	Cat#577806
rmSCF, carrier-free	Biolegend	Cat#579706
rmIL-2, carrier-free	Biolegend	Cat#575406
rmIL-15, carrier-free	Biolegend	Cat#566304
rmIL-18, carrier-free	Biolegend	Cat#767006
Agencourt AMPure XP beads	Beckman Coulter	Cat#A63881

**Critical Commercial Assays**		

Foxp3 staining kit	eBioscience	Cat#00-5523-00
Illumina Nextera XT DNA Library Preparation Kit	Illumina	Cat#C-131-1096
Qubit dsDNA HS assay kit	Invitrogen	Cat#Q32851

**Deposited Data**		

Single-cell RNA sequencing data	This paper	GEO accession number GSE131038

**Experimental Models: Cell Lines**		

JM8 ES cells	Welcome Sanger Institute	N/A
Mouse: OP9	Sunnybrook Research Institute	Schmitt and Zúñiga-Pflücker, 2002
Mouse: OP9-DL1	Sunnybrook Research Institute	Schmitt and Zúñiga-Pflücker, 2002

**Experimental Models: Organisms/Strains**		

Mouse: C57BL/6JOla	Jackson Labs (Bred in LMB)	Cat#000664; RRID: IMSR_JAX:000664
Mouse: CD45.1 *Rag2*^−/−^*Il2rgc*^−/−^	Institute Pasteur	Serafini et al., 2014
Mouse: *Bcl11b*^*+/tdTom*^	Sanger Institute	Li et al., 2010
Mouse: *Rorc*^*+/Kat*^	MRC-LMB	N/A
Mouse: *Id2*^*+/BFP*^	MRC-LMB	N/A
Mouse: *Gata3*^*+/hCD2*^	MRC-LMB	N/A
Mouse: *Rora*^*+/Teal*^	MRC-LMB	N/A
Mouse: *Zbtb16*^*tdTom*^	MRC-LMB	N/A
Mouse: *Id2*^*+/BFP*^*Gata3*^*+/hCD2*^*Rora*^*+/Teal*^*Bcl11b*^*+/tdTom*^ (4x polychromILC)	MRC-LMB	N/A
Mouse: *Id2*^*+/BFP*^*Gata3*^*+/hCD2*^*Rora*^*+/Teal*^*Bcl11b*^*+/tdTom*^*Rorc*^*+/Kat*^ (5x polychromILC)	MRC-LMB	N/A

**Oligonucleotides**		

Primer: *Id2* target verification: F1 AAATGGG GGGCGTCCCAGTAGGTAGCTGGGGTGGCC (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Id2* target verification: R1 CTCGGATGTGCACTTGAAGTGATGGTTGTC CACGGTGCCC (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Id2* target verification: F2 CCCTTCACA CCTTCCCACCACCCACGGATCCCGCCC (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Id2* target verification: R2 TACAGCTTCA TGTGCATGTTCTCCTTAATCAGCTCGC (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Gata3* targeting verification: F1 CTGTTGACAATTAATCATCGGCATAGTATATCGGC (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Gata3* targeting verification: R1 CTCCTCC TCCTTCTTCATCATCAAAAGAGCC (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Zbtb16* targeting verification: F1 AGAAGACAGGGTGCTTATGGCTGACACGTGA GTGGC (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Zbtb16* targeting verification: R1 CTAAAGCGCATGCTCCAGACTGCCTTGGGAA AAGCG (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Zbtb16* targeting verification: F2 CCCGTGCCTTCCTTGACCCTGGAAGGTGCC ACTCCC (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Zbtb16* targeting verification: R2 GGAGG GCCTCTACCAGGTCAAGTTCAAAGCC (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Zbtb16* guide RNA: G1 CCCAACACATG GTAGAGCAG**TGG** (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Zbtb16* guide RNA: G2 CCCCCCTTCAC ACATAACAC AGG (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Rorc*(γt)^Kat^ genotyping: Kat F: CTGAGAG GCCATAGCCAGATG (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Rorc*(γt)^Kat^ genotyping: Kat R: TTAGCGG GTTTCTTGGATCTGT (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Rorc*(γt)^Kat^ genotyping: Kat Probe: FAM CTGCACTGCTCCCTCAAGACCAC TAMRA (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Rorc*(γt)^Kat^ genotyping: Rorc kat WT F: GGGAGCCAAGTTCTCAGTCATG (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Rorc*(γt)^Kat^ genotyping: Rorc kat WT R: CGGTTTCCAAGATACACTCCTATTC (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Rorc*(γt)^Kat^ genotyping: Rorc kat WT probe: VIC TCCTGTCACCATTCCTAGGCCCGC TAMRA (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Gata3*^hCD2^ genotyping: hCD2 WT F: CACCGC CATGGGTTAGAGA (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Gata3*^hCD2^ genotyping: hCD2 WT R: ATACTGC TCCTGCGAAAAACG (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Gata3*^hCD2^ genotyping: hCD2 WT Probe: VIC CTCCACATGCGTGAGGAGTCTCCA TAMRA (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Gata3*^hCD2^ genotyping: hCD2 Mut F: TGGAGA GGGCAGAGGAAGTCT (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Gata3*^hCD2^ genotyping: hCD2 Mut R: AATCAG AAGGAAGCTGGCTACAA (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Gata3*^hCD2^ genotyping: hCD2 Mut Probe: FAM AGAATCCTGGCCCAATGAGCTTTCCA TAMRA (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Rora*^Teal^ genotyping: Rora teal WT F: GCCAGC CATGCAAATCG (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Rora*^Teal^ genotyping: Rora teal WT R: TCTTCG TTGTTATTGTTTCATTTCCT (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Rora*^Teal^ genotyping: Rora teal WT Probe: VIC ATGTCGCGCCCGAGCACTTC TAMRA (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Rora*^Teal^ genotyping: Teal F: CCGACGACATCC CCAACTAC (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Rora*^Teal^ genotyping: Teal R: TGGTGCGCTCC CAAGAGT (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Rora*^Teal^ genotyping: Teal Probe: FAM CAAGC AGTCCTTCCCCGAGGGC TAMRA (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Id2*^BFP^ genotyping: Id2 WT F: TCCCTTCTGAG CTTATGTCGAAT (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Id2*^BFP^ genotyping: Id2 WT R: AACATTTAACA GACACACAAGCACATT (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Id2*^BFP^ genotyping: Id2 Probe: VIC CCT CCT GTG TGC GCG TTT CGG TAMRA (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Id2*^BFP^ genotyping: Id2 BFP F: TGGAAGGCAG AAACGACATG (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Id2*^BFP^ genotyping: Id2 BFP R: GGTTTCTTGGA TCTATATGTGGTCTTG (5′-3′)	Sigma-Aldrich	Custom made
Primer: *Id2*^BFP^ genotyping: Id2 BFP Probe: FAM CGGGA GCCATCTGTTCGCAAAC TAMRA (5′-3′)	Sigma-Aldrich	Custom made

**Software and Algorithms**		

Prism 7	GraphPad Prism	RRID: SCR_002798
FlowJo	FlowJo, LLC	v10, RRID: SCR_008520
R	R Foundation for StatisticalComputing, Vienna, Austria	v3.4.1
Salmon pseudoaligner	https://salmon.readthedocs.io/en/latest/salmon.html Patro et al., 2017	v0.8.2
Scater library	https://bioconductor.org/packages/release/bioc/html/scater.html Lun et al., 2016	v1.6.3
Surrogate Variable Analysis library	https://bioconductor.org/packages/release/bioc/html/sva.html	R package v3.26.0
Scran library	http://bioconductor.org/packages/release/bioc/html/scran.html Lun et al., 2016	V3.8
Monocle library	Qiu et al., 2017a, Qiu et al., 2017b, Trapnell et al., 2014	V2.6.4

**Other**		

Sony Biotechnology SY3200	N/A	N/A
BD LSRFortessa Special Order (5 laser)	N/A	N/A

### Contact for Reagents and Resource Sharing

Correspondence and request for materials should be addressed to Andrew McKenzie ()

### Method Details

#### Mice

All mice were bred in a specific pathogen-free facility. In individual experiments, mice were matched for age, sex and background strain and all experiments undertaken in this study were done so with the approval of the UK Home Office. Bcl11b^tdTom^ mice were provided by Pentao Liu (Wellcome Sanger Institute, Cambridge, UK), CD45.1 *Rag2*^*−/−*^*Il2rgc*^*−/−*^ mice were a gift from James Di Santo and C57BL/6JOla mice were maintained in house.

#### Generation of *Rorc*^Kat^ gene-targeted mice

*Rorc*^Kat^ mice were generated according to the strategy shown in Figure S1A. Briefly, the gene encoding Katushka fluorescent protein, followed by a loxP-flanked Neomcyin cassette, was inserted directly downstream of the ATG start codon for the *Rorc* transcript. Successful targeting of JM8 ES cells was confirmed by Southern blot (Figure S1B) and the neomycin cassette was removed from the resultant mice by inter-crossing with a Cre recombinase strain. Genotyping was performed by quantitative PCR (see ‘Primers’).

#### Generation of *Id2*^BFP^ gene-targeted mice

The *Id2* gene was targeted by standard homologous recombination in mouse JM8 ES cells. Appropriate homologous recombination of the *Id2*-blue fluorescent protein targeting construct was confirmed at the 3′ end by Southern blotting (Figures S2A and S2B). At the 5′ end nested PCR using primers F1 and R1 followed by F2 and R2 was used to amplify a fragment which spanned from within the tagBFP sequence to beyond the end of the 5′ arm of homology. This fragment was then sequence verified. Genotyping was performed by quantitative PCR (see ‘Primers’).

#### Generation of *Gata3*^hCD2^ gene-targeted mice

The *Gata3* was targeted by standard homologous recombination in mouse JM8 ES cells. Appropriate homologous recombination of the *Gata3*-human CD2 targeting construct was confirmed at the 5′ end by Southern blot analysis (Figures S3A and S3B). At the 3′ side PCR using primers F1 and R1 was used to amplify a fragment which spanned from within the PGK-Neo cassette to beyond the end of the 3′ arm of homology. This fragment was then sequence verified. Genotyping was performed by quantitative PCR (see ‘Primers’).

#### Generation of *Rora*^Teal^ gene-targeted mice

*Rora*^Teal^ mice were generated according to the strategy shown in Figure S4A. Briefly, a reporter cassette, encoding a short Gly-Ser-Gly linker peptide, FLAG epitope tag, T2A self-cleaving peptide and Teal fluorescent protein, followed by a loxP-flanked neomcyin cassette, was inserted (directly upstream of the) *Rora* stop codon. Successful targeting of JM8 ES cells was confirmed by Southern blot analysis (Figure S4B) and the neomycin cassette was removed from the resultant mice by inter-crossing with a Cre recombinase strain. Genotyping was performed by quantitative PCR (see ‘Primers’).

#### Generation of *Zbtb16*^tdTom^ gene-targeted mice

The *Zbtb16* gene was targeted using CRISPR technology. Expression constructs encoding two guide RNA’s of opposing orientation (G1 and G2) and the D10A nickase mutant of Cas9 were cotransfected into JM8 ES cells with the targeting construct shown in (Figure S5A), to mediate insertion of the cassette by homology directed repair. Appropriate insertion was confirmed at both the 5′ and 3′ ends by PCR amplification of fragments spanning from within the PGK-Neo cassette to beyond the ends of the respective arms of homology using primers F1 and R1 (5′side) and F2 and R2 (3′side). These fragments were then sequence verified.

#### Tissue preparation

Cell suspensions of spleen, MLN, liver and thymus were obtained by passing the tissues through a 70 μm strainer. Lung tissue was pre-digested with 750 U/mL collagenase I (GIBCO) and 0.3 mg/mL DNaseI (Sigma-Aldrich) prior to obtaining a single cell suspension. Bone marrow was removed from femurs, tibiae and hips by flushing with PBS + 2% FCS, or by centrifuging briefly at 6000 x g. For bone marrow, lung, liver and spleen cell suspensions, red blood cells were removed by incubation with RBC lysis solution (140 mM NH_4_Cl, 17 mM Tris; pH 7.2). Lung lymphocytes were further enriched by centrifugation in 30% percoll at 800 x g (GE Healthcare) while liver lymphocytes were enriched in 40% percoll at 690 x g.

For preparation of siLP lymphocytes, intestinal contents were removed by the application of gentle pressure along the length of the intestine. Intestines were opened longitudinally, cut into 3 cm long pieces and washed briefly by vortexing in PBS + 10 mM HEPES (PBS/HEPES). Epithelial cells were removed by incubation with RPMI supplemented with 2% FCS, 1 mM dithiothreitol and 5 mM EDTA for 2 × 20 min at 37°C with shaking (200 rpm). Intestinal pieces were washed with PBS/HEPES and incubated, with shaking, at 37°C with RPMI + 2% FCS, 0.125 KU/mL DNaseI (Sigma-Aldrich) and 62.5 μg/mL Liberase TL (Roche) until no large pieces of intestine remained. Cells were then passed through a 70 μm strainer, pelleted and separated over a 40%:80% gradient of Percoll at 600 x g for 20 min. siLP lymphocytes were isolated from the interface and prepared for flow cytometric analysis. Unless stated otherwise, small intestine lamina propria (siLP) includes associated Peyer’s patches.

#### Flow cytometry

Single cell suspensions were incubated with fluorochrome-, or biotin-, conjugated antibodies in the presence of anti-CD16/CD32 antibody (Fc block, clone 2.4G2), followed by fluorochrome-conjugated streptavidin where necessary. Antibodies were from Biolegend (CD3e (145-2C11), CD11b (M1/70), IL-7Rα (SB/199), CD62L (MEL-14), c-Kit (2B8), IL-5 (TRFK5), CCR6 (29-2L17), CD61 (HMβ3-1), MHCII (I-A/I-E, M5/144.15.2)); eBioscience (hCD2 (RPA-2.10), CD4 (GK1.5), CD5 (53-7.3), CD8 (53-6.7), CD19 (eBio1D3), NK1.1 (PK136), CD11c (N418), Gr-1 (RB6-8C5), FcεRI (MAR-1), Ter-119 (TER-119), CD45 (30-F11), KLRG1 (2F1), NKp46 (29A1.4), CD49b (DX5), CD44 (IM7), α4β7 integrin (DATK32), PD-1 (J43), Sca-1 (D7), IL-13 (eBio13A), CD200R1 (OX-110), CD25 (PC61.5), Flt3 (A2F10), Eomes (Dan11mag), Tbet (eBio4B10), perforin (S16009B), IFNγ (XMG1.2)); BD Biosciences (CD49a (Ha31/8)); MD Bioproducts (ST2 (DJ8)) and Santa Cruz (PLZF (D-9)). ‘Lineage’ staining included antibodies specific for CD3, CD4, CD5, CD8, CD11b, CD11c, CD19, FcεRI, Gr-1, NK1.1 and Ter-119 (although in some instances individual lineage markers were analyzed in separate channels, as indicated in figures). All samples were co-stained with a cell viability dye (Fixable dye eFluor780, Invitrogen) and analysis was performed on an LSRFortessa system (BD Biosciences). For cell sorting an iCyt Synergy (70 μm nozzle, Sony Biotechnology) was used. Intracellular transcription factor staining was performed by fixation with 2% PFA for 45 min, followed by incubation with fluorochrome antibodies diluted in perm wash buffer (Foxp3 staining kit, eBioscience). Intracellular cytokine was performed using BD Cytofix/Cytoperm Plus reagents (BD Biosciences) following pre-culture with RPMI, supplemented with 50 ng/mL phorbol 12-myristate 13-acetate (PMA), 500 ng/mL ionomycin and protein transport inhibitor (GolgiPlug®, BD Biosciences), for 4 h at 37°C.

#### Adoptive transfers

Populations of mouse bone marrow cells were FACS purified into heat-inactivated mouse serum, diluted to 50% with PBS. Cell suspensions were aspirated with a syringe and implanted via tail vein injection into sublethally-irradiated (450 rad) *Rag2*^−/−^*Il2rgc*^−/−^ recipients. Analysis of donor cell progeny was performed 5 to 6 weeks after cell transfer.

#### OP9 stromal cell co-cultures

OP9 cells were maintained in complete IMDM (IMDM, supplemented with 20% FCS, 1% penicillin, 1% streptomycin, 0.1% 2-mercaptoethanol and non-essential amino acids (GIBCO)). For progenitor cell co-culture, OP9 cells were incubated with 4 μg/mL mitomycin C for 2 h, washed, seeded at a density of 1 × 10^6^ cells per 96-well plate and allowed time to adhere. Sorted ILC progenitor populations were seeded onto OP9 monolayers and cultured in complete IMDM, supplemented with 25 ng/mL rmIL-7 (Biolegend) and 25 ng/mL rmSCF (Biolegend), for 7 days before flow cytometric analysis of progeny. For clonal analysis of progenitor cell potential, single cells were sorted directly onto OP9 monolayers and cultured in the presence of 25 ng/mL rmIL-7 and 25 ng/mL rmSCF for 14 - 19 days. Flow cytometric analysis was performed and wells were considered to be positive for a cell population if > 3 cells appeared within the relevant gate. For analysis of perforin and IFN-γ expression cell subsets were seeded onto OP9 monolayers and cultured in complete IMDM, supplemented with 25 ng/mL rmIL-7 (Biolegend) and 25 ng/mL rmSCF (Biolegend), for 7 days and then stimulated with IL-2, IL-15 and IL-18 (all at 50 ng/mL) for 48 h before flow-cytometric analysis.

#### Single cell RNA-sequencing and analysis

Single cell RNaseq libraries were prepared essentially as described previously (Picelli et al., 2014), with modifications as described below. Individual cells were flow cytometrically purified on a 96 well format into 0.2% Triton X-100 containing RNase inhibitor, dNTPs and oligo-dT primers and stored at −80°C. On thawing, lysates were heated to 72°C for 3 min and subject to reverse transcription, PCR preamplification (26 cycles) and PCR purification. cDNA library quality was assessed for all samples by qualitative PCR using primers for 18 s RNA with an additional check by Bioanalyzer using an Agilent high sensitivity DNA chip on a small subset of libraries. A subset of libraries was quantified using the Qubit dsDNA HS assay kit and an average value used to calculate library dilution to 100-150 pg/μl.

cDNA library tagmentation and amplification was performed using the Illumina Nextera XT DNA Library Preparation Kit according to manufacturer’s instructions (except that all volumes were reduced to 25% of recommended volumes) and tagmentation performed at 55°C for 20 min. Nextera index and Illumina adaptor sequences were incorporated at the amplification stage (N7xx and S5xx). Amplified and indexed libraries were pooled and purified using Agencourt AMPure XP beads at a ratio of 1:0.9 library to beads and washed with 70% ethanol. Two rounds of purification were performed before a final elution in 1.25x total library volume of Nextera Resuspension buffer. Pooled indexed libraries were quantified using the Qubit dsDNA HS assay kit and this was confirmed by qPCR with adaptor specific primers. Quality was assessed by Bioanalyzer using an Agilent high sensitivity DNA chip. All pooled libraries had an average fragment length of between 500 and 800bp. Libraries were sequenced at the CRUK Cambridge NGS facility.

Reads were aligned to a modified mouse genome (v38.68), which had the 92 ERCC spike-ins added, using the Salmon pseudoaligner (v0.8.2) (Patro et al., 2017). The resulting pseudocounts were then analyzed using R (v3.4.1) (https://www.R-project.org/) and the scater library (v1.6.3) (McCarthy et al., 2017), scran library (v1.6.9) (Lun et al., 2016), and sva library (sva: Surrogate Variable Analysis. R package v3.26.0). Cells with pseudocounts below 3 median-absolute-deviations away from the median were removed. The same threshold was applied to number of genes detected, percentage of counts mapping to mitochondrial genes and percentage of counts mapping to spike-ins. Genes with an average count across all remaining cells of less than 1 were removed. Size factors were then calculated using the scran library (based on the gene counts) and the data normalized by them, as described previously (Lun et al., 2016). Finally, the batch effects caused by the use of different sequencing facilities were removed using the ComBat empirical Bayes framework from the sva library.

Highly variable genes were identified using the scran library, as described, with Local Polynomial Regression Fitting (loess) and alpha = 0.4. Only genes with FDR ≤ 0.05 and biological component of the variance > = 0.5 were considered to be highly variable. Hierarchichal clustering was performed, based on the expression of these genes, using the hclust function with the ward.D2 method. Differential expression of genes between the clusters was identified using the findMarkers function from the scran library.

A heatmap was compiled for the expression of selected genes in those bone marrow cells that lacked Spi1, Sox13, or Gata1. Tree building was performed using the hclust function with the average method.

Pseudotime analysis was performed using the monocle library (v2.6.4) (Qiu et al., 2017a, Qiu et al., 2017b, Trapnell et al., 2014). Only those bone marrow cells that did not express Spi1, Sox13, or Gata1 and that were sequenced at the CRUK (greater read depth) were selected (i.e., clusters C1-C3). Analysis was performed as described in the library documentation, with rho_threshold = 2 and delta_threshold = 8 for clustering.

#### Statistical analysis

Statistical analysis was performed using GraphPad Prism v7.0b software.

### Data and Software Availability

Single-cell RNA sequencing data have been deposited in the Gene Expression Omnibus under accession number GEO: GSE131038.

## supplemental Information

Document S1. Figures S1–S7 and Table S1

Document S2. Article plus Supplemental Information

How the deposited data were processed for this re-analysis (not part of the article)

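Single cells from the bone marrow of 11 5x polychromILC mice were sorted into wells under 19 sort conditions, and full-length cDNA libraries primed with oligo-dT were sequenced. Labels covered 878 wells, and 731 of them were matched by plate and well to a column of the 1637 deposited columns. The 147 wells without a column, which include all 9 negative control wells, and the 906 columns that match no label were not used. Sort conditions, mice and plates were taken from the labels, and clusters from the numbers that the authors assigned to each cell.

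The deposited log2 values were made by the authors, whose methods state pseudocounts from Salmon on the mouse genome, normalization by size factors, and removal of batch effects of sequencing facility with ComBat. The methods do not state the log scale, which was read from the values: the steps of each cell lie at log2 of 1 plus a pseudocount divided by a size factor. The authors removed cells of low quality and genes with few counts before this. The values ran from -13.66 to 37.01 on the log2 scale over 14748 rows, of which 29 are spike-ins, 5 are reporter transgenes and 14714 are genes (14557 with a symbol). The adjustment shifts and stretches each gene. The lowest value of a gene was taken as its zero where at least 5 cells shared it within 0.0001, which held for 14612 rows. The 136 rows without such a zero, Id2 among them, were kept in the fits and counted as above zero. Relative to log2(pseudocount + 1) the slope of a gene had a median of 1.02, and lay between 0.8 and 1.25 for 84.4% of 13549 genes, with Il7r at 3.675. The study's threshold of 5 normalized pseudocounts was applied as a rise of 2.585 above zero on the log2 scale. The rise equals 5 pseudocounts only for a gene with a slope of 1, and more than 5 for a gene with a smaller slope. Read totals were not in the values, so depth was described by the number of genes above zero, with a median of 5706 per cell and of 6710, 6400, 5850 and 4846 in the 4 sets of mice.

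The design allowed for counts. The values are log2 values, so the alternative written for that case was used: limma 3.58.1 in R 4.3.3, with an intensity trend, on the mean of the log2 values over the cells of each mouse and group. A mouse entered a group with at least 5 cells. Spike-ins were left out, reporter transgenes were kept, and genes above zero in at least 10% of the cells of a fit were tested. P values were two-sided and adjusted with Benjamini-Hochberg over all genes of a comparison, with a threshold of 0.05. Gene lists were tested with camera, with a preset correlation of 0.01 and with an estimated correlation, and by counts of members that passed over all genes and over the list alone. The lists, written before the data were examined, were the study's C1, C2 and C3 genes, ILC2, ILC3, NK and cytotoxic, early lymphoid, cell cycle, chemokine receptor, dissociation and stress, B cell, myeloid, erythroid, T cell, γδ T cell, plasmacytoid dendritic cell, mast cell and basophil, and sort reporter and marker genes. The study's lists were seen in its text. Genes named in the text are those that the study names, the 10 with the largest difference among those that passed with the same sign in every mouse with both groups, the 4 members of each list with the smallest adjusted p (2 for lists of other cell types), and sort genes for sorted populations. Genes that decide a count of 5 or fewer, and T cell receptor genes, were named after their values were seen.

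Shares of cells, positions between clusters and spread within clusters were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, per mouse, and tested with exact permutation tests, or with 100000 resamples where both groups had 10 or more mice. Classes within C3 needed at least 3 cells of each class in a mouse. Positions and spread used the 500 most variable genes. Figures were drawn with matplotlib 3.10.9. Random draws used the seed 20190711. Intervals on counts of cells are 95% Clopper-Pearson exact intervals.

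Samples of the same mouse were checked for pairing by the correlation of their residual values. Median correlations of the same mouse ran from 0.0947 to 0.307 over the comparisons, and those of different mice from -0.147 to -0.00476, so mice pair the samples, and a fit with the mouse as a replicate block is an alternative to each comparison. The sets of mice were sorted and plated apart, which is confounded with mouse, and the sequencing facility of each cell is not in the labels.

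The fits were tested on simulated data, in which 100 genes were changed by log2 1 and 100 by log2 2 in samples with the spread of the real ones. Of these, 46% and 86% were recovered between C1 and C3, 29% and 60% between C2 and C3, 14% and 59% between α4β7 high and low PopIV cells, 10% and 49% for Rorc-Kat+ PopIV cells and 4% and 22% for PopIIIlo. False calls made up 8.57% of calls or less.

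Alternatives tried were another pseudocount, no filter on low genes, at least 10 cells, the median over cells, the mouse as a block, low cells in Spi1, Gata1 and Sox13 only, leaving out plates JW11 to JW13, leaving out each mouse, other thresholds of expression, other denominators, distances and numbers of variable genes, and, added after the data were seen, each gene divided by its own step and the deposited value above 5. Monocle was not run, and the flow cytometry values recorded per cell at the sort and the sequence reads were not used.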

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

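The test on Trdc was chosen after its values had been seen. The shares of cells with a chemokine receptor, the list means and the depth were searched with Dixon's test. It looked for a mouse far from the others over 71 groups of 4 to 10 mice. Such a mouse was found in 8 groups, with mouse 64415 in more than 1, where chance gives about 1 in 20 groups (3.55). In C2, mouse 33385 had the highest share of cells with Cxcr5 (4.62%, with 0% in the other mice searched), and mouse 58417 the highest share with Cxcr6 (100%, next 86.8%). In C3, mouse 2288 had the highest share with Ccr9 (50%, next 26.3%) and mouse 64415 the lowest with Cxcr3 (62.5%, next 81.8%). In C1, mouse 96717 had the highest share with Cxcr3 (31.6%, next 12.5%). For the mean rise above zero of the study's C1 genes, C2 of mouse 64413 was the highest (log2 5.64, next 2.62). For the study's C2 genes, mouse 64415 was the lowest in C1 (log2 1.88, next 2.91) and among α4β7lo PopIV cells (log2 1.95, next 2.97). Several of these values rest on few cells, with 6 C3 cells in mouse 2288, 8 C3 cells in 64415, 9 C2 cells in 58417 and 5 C2 cells in 64413. No biological explanation of these mice was tested.

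T cell genes were found in the C2 cells of the Rorc-Kat+ sort, where Cd3e was expressed in 51.8% of 56 cells (95% Clopper-Pearson exact interval 38 to 65.3%) against 7.41% of 54 PopI cells in C2 (interval 2.06 to 17.9%), and 8 T cell genes had a median log2 difference of 2.82 in the 2 mice with both, which overlaps the Sox13 cells that the paper describes beside C2 as cluster C2a, without naming Cd3 genes. Depth is argued against, since genes found in as many cells had a median difference of 0.216, and the upper limit of random sets of them was 0.786. γδ T cells in the sort stay open, since Trdc was found in 4 of the 32 cells with at least 2 Cd3 genes (12.5%, interval 3.51 to 29.0%), which speaks against them, while Sox13 (81.3%), Blk (65.6%) and Tcrg-C2 (50%) were in none of the other 24 cells and Il23r was in 56.3% against 4.17%. T cells of some kind, which the lineage stain with CD3, CD4, CD5 and CD8 should have removed, stay open, since all 3 Cd3 genes were found together in 42.9% of the 56 cells (interval 29.7 to 56.8%) where 18.3% would be so if they were independent, though a spread of depth among cells raises this too. The 32 cells had Trbc2 in 96.9%, Tcrg-C1 and Trac in 56.3% each and Cd4 in 3.13%, Cd3d was also found in 29.6% of the PopI cells in C2, and a progenitor that transcribes T cell genes is a biological explanation that was not tested.

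Myeloid and immediate early genes were found in Rorc-Kat+ PopIV cells, where Spi1 was expressed in 68.9% of 45 cells (interval 53.4 to 81.8%) against 29.3% of 164 PopIV cells sorted without a further gate (interval 22.4 to 36.9%). Depth is argued against, since genes found in as many cells had a median log2 difference of 0.259 against 2.16, with an upper limit of 0.571 over random sets of them. For the 11 myeloid genes, cells of C4 in the gate remain a candidate explanation, since 27 of the 45 cells lay in C4 and the median difference of 1.57 ± 0.377 (SD, n = 4 mice) was 0.030 ± 0.49 among cells of C1 to C3. The lineage stain with CD11b, CD11c and Gr-1 should have removed mature myeloid cells, and Lyz2, an abundant transcript of such cells, was found in 95.6% of the 45 cells but also in 82.9% of the 164. For the immediate early genes the difference of 2.19 ± 1.02 was 1.51 ± 1.75 among cells of C1 to C3, so C4 cells and a change within C1 to C3 cannot be told apart because the mice spread too far, and an effect of Rorc expression on these genes was not tested.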

How the results depend on the processing

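The settings with each gene divided by its own step and with the deposited value above 5 as the threshold, the comparison within C2, the tests of Xcl1, Tbx21 and of Tbx21 with Ncr1 in classes of C3 cells, and the setting with low cells for spread and for cells between clusters were chosen after the data were seen. Classes of C3 cells were first compared over mice with at least 3 cells of either class, and the restriction to mice with both, which the design states, came after that result was seen, with Rorc at -38 points before it (adjusted p = 0.034). Here low cells are those with Spi1, Gata1 and Sox13 at or under the threshold, a rise of 2.585 above zero. Of 119 alternative counts of genes over 9 comparisons, 62 lay within 1.5 times the reported count and 57 did not. For named genes, 7051 of 7769 alternatives kept direction and call, 442 lost the call, 142 gained it, 134 changed sign without a call in either setting and 0 changed sign with one. For gene lists, 1752 of 2037 kept both, 84 lost the call, 66 gained it, 124 turned direction in camera without a call and 11 with one. For shares and spread, 128 of 174 kept both, 34 lost the call, 2 gained it and 10 changed sign without a call. The cause was not tested for any of the changes below, unless it is stated.

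With the mouse as a replicate block, 203 genes differed between C1 and C2, 148 between C2 and C3, 32 between PopI and PopIV, 105 between α4β7 high and low PopIV cells, 32 between Rorc-Kat+ and ungated PopIV cells, 7 between PopIVa and α4β7+Gata3loRoralo cells, and 3 between Rorc-Kat+ and PopI cells within C2. Paired exact tests gave differences in share of 57.9 points for Cxcr5, -51 for Cxcr6 and -63 for Ccr9 (C1 minus C2), and 51.3 for Ccr9, -76.8 for Cxcr3 and -2.90 for Cxcr5 (C2 minus C3). They gave -2.35 for Cxcr3 (C1 minus C2), -50.2 for Rorc in C3 cells with Klr genes, 53.3 for PopI in C2 and 41.2 for α4β7 high cells in C1. None of these shares passed when paired, and with 5 pairs no share between C2 and another cluster can pass. Paired, the differences between C3 cells with and without Klr genes were 49.4 points for Xcl1 and 20.1 for Tbx21 (adjusted p = 0.0625 for both, over alternatives 0.0081 to 0.17 and 0.030 to 0.95). The block changed no other call on the counts and shares for which it was run.

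With at least 10 cells in place of 5 per mouse and group, which leaves fewer samples, the counts were 519 (C1 against C2, 8 mice against 2), 1793 (C1 against C3), 133 (C2 against C3), 6 (PopIIIlo against PopIV), 113 (Rorc-Kat+ PopIV) and 5 (PopIVa). Lists whose direction turned had mean differences of 0.40 (myeloid genes, C1 against C2) and -0.013 (chemokine receptors, C2 against C3). In PopIIIlo these were -0.048, -1.91 and -2.53 for ILC3, cell cycle and erythroid genes. Direction is that of a list against all other genes in camera, so the difference of the list itself need not change sign.

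With low cells only, the counts were 578 (C1 against C2), 16 (PopI), 40 (PopIIIlo), 11 (α4β7) and 835 (Rorc-Kat+ PopIV, where 1 sample stood against 4 and was assumed to vary like the other groups), and 0 within C2. Lists whose direction in camera turned had mean differences of 0.99 (γδ T cell genes, C1 against C2), -2.16 and -0.65 (study C3 and γδ T cell genes, PopIIIlo) and -0.18 (cell cycle genes, Rorc-Kat+ PopIV). Cxcr5 in C2 minus C3 was -9.72 points, Tbx21 in C3 cells with Rorc -1.95 points, and spread was 0.0535 for C3 minus C2 (adjusted p = 0.020, over alternatives 0.020 to 0.59) and 0.0193 for C1 minus C2.

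With the median over cells in place of the mean, the counts were 119, 388 and 61 for C1 against C2, C1 against C3 and C2 against C3, then 2 (PopI), 12 (α4β7), 7 (Rorc-Kat+ PopIV), 0 (PopIVa) and 0 (within C2). Lists whose direction in camera turned had mean differences of 0.76 (γδ T cell genes, C1 against C2) and 0.41 (cell cycle genes, C2 against C3).

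With a pseudocount of 0.1 in place of 1, the counts were 2 (PopI), 33 (α4β7) and 36 (within C2). With no filter on low genes they were 0 (PopI), 15 (α4β7), 0 (PopIVa) and 0 (within C2). With each gene divided by its own step they were 0 (PopI), 22 (α4β7), 0 (PopIVa) and 0 (within C2), and shares were -5.54 points for Cxcr5 (C2 minus C3), -2.25 for Cxcr3 (C1 minus C2), and -30.5 for Rorc and 20.98 for Tbx21 in C3 cells with Klr genes. Without plates JW11 to JW13 the counts were 194, 526 and 507 for C1 against C2, C1 against C3 and C2 against C3, and shares were -12.5 points for Cxcr5 (C2 minus C3) and -46.5 for Rorc, 47.5 for Xcl1 and 26.5 for Tbx21 in C3 cells with Klr genes (Rorc adjusted p = 0.11, over alternatives 0.0047 to 0.89).

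Classes of C3 cells were drawn anew under each threshold, and with each gene divided by its own step, so their cells and mice change with the setting. With the threshold above 0, shares were -20.6 points for Cxcr5 (C2 minus C3), 1.93 for Ccr9 (C1 minus C3), and -2.45 for Rorc, 37.8 for Xcl1 and 9.07 for Tbx21 in C3 cells with Klr genes. Above 10, Tbx21 in these cells was 9.64. Above 10, and with the deposited value above 5, Cxcr5 in C2 minus C3 was -6.37. The latter gave -3.66 for Cxcr3 (C1 minus C2), 0.425 for Tbx21 in C3 cells with Klr genes and -50.2 for Rora in C3 cells with Klr genes, which passed (adjusted p = 0.0070, over alternatives 0.0070 to 0.86). Over cells of C1 to C3 only, PopI minus PopIV in C2 was 76.9 points (3 mice against 3, too few to pass) and Rorc-Kat+ minus ungated PopIV cells in C3 was 16.0. With 200 variable genes the share between clusters differed by 2.60 points, and with a larger number than 500 the spread of C1 minus C2 was 0.0034.

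Leaving out 1 mouse at a time, the counts ran from 205 to 488 for C1 against C2 (205 without 33386, 488 without 64413), from 678 to 1046 for C1 against C3 and from 154 to 272 for C2 against C3. They ran from 0 to 15 for PopI (4 without 33385, 1 without 33386, 0 without 58417, 15 without 59146), from 0 to 5 for PopIIIlo (5 without 59146), and from 2 to 110 for α4β7 (13 without 33385, 110 without 33386, 2 without 64413, 7 without 64414, 18 without 64415). For Rorc-Kat+ PopIV they ran from 0 to 18 (18 without 96716) and for PopIVa from 0 to 5 (0 without 64413 or 64414, 5 without 64415). PopI minus PopIV in C2 ran from 47.9 to 59.9 points, with 3 mice against 3 unable to pass. α4β7 high minus low in C1 ran from 35.3 to 48.1 and did not pass without 33385 (42.8) or 33386 (48.1). Rorc-Kat+ minus ungated PopIV cells in C3 ran from -7.71 to 0.904 points, the latter without 96717.

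Thinning of each cell to 1 number of counts and a fit on counts with DESeq2 were not run, since the values are not counts. In simulated data with the number of samples and the spread of the real ones, of genes changed by log2 1, 24% were recovered between C1 and C2, 2% between PopI and PopIV and 0% between PopIVa and α4β7+Gata3loRoralo cells, and of those changed by log2 2, 78%, 30% and 8%. These limits come from the number of mice, their spread and the depth together, which were not told apart.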

Differences from the paper's values

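The setting with the deposited value above 5 and the one without Spi1, Gata1 and Sox13 cells for the spread were chosen after the values were seen. No value that the paper states for a measure computed here differed by more than 1.5 times. The paper's count of cells without Spi1, Gata1 and Sox13 (504, the paper's value, over its bone marrow cells) stands beside 440 of the 731 cells here, which are not the same set of cells.

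The paper places C2 mainly among PopI cells, from sort phenotypes on a subset of cells without Spi1, Gata1 and Sox13 and with greater read depth. Over all matched cells, 54 of 169 C2 cells were PopI cells and 56 came from the Rorc-Kat+ sort. The label of that sort does not give Bcl11b or CD25, so it can hold PopI cells as well. Of the 169 C2 cells, 133 came from mice 33385 and 33386, whose plates had fewer genes above zero per cell than the others. Among C2 cells with Spi1, Gata1 and Sox13 at or under 5, a setting chosen before the data were examined, PopI was the most frequent sort with 47 of 115 cells (40.9%).

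The paper places most C1 cells in the PopIVa gate, from the same deeper subset and its sort phenotypes. By label, over all matched cells, 24 of 192 C1 cells were PopIVa and 13 were α4β7hi. A further 44 were α4β7+Gata3loRoralo, and the 66 PopIV cells without a further gate can hold PopIVa cells. The flow cytometry values recorded for each cell at the sort were not used here.

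The paper gives Gata3 and Sox4 among the genes that mark C1. Of the 12 genes it gives for C1, 10 were higher than in C2 and 12 were higher than in C3. Gata3 had a C1 minus C2 difference of -0.95 and Sox4 of 2.09, and neither passed against C2 in limma. The paper also gives high Gata3 for C2 and does not state that Gata3 is higher in C1 than in C2. The Gata3 value is therefore no departure from the paper.

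The paper describes fewer cells between C1 and the ILC2P cluster than between C1 and C3, from pseudotime on its deeper subset of cells. Here, over all cells of C1 to C3 in 5 mice, the shares on straight axes between clusters were 19.0% and 20.8% (exact permutation test, p = 0.635). Most C2 cells came from mice 33385 and 33386, whose plates had fewer genes above zero per cell than the others, and Monocle was not run.

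The paper describes Rora as missing from the C3 cells with Klr genes. Rora was expressed in 63.9% of these cells on average over 6 mice. With the deposited value above 5 as the threshold, a setting chosen after the values were seen, the difference of Rora from the other C3 cells was -50.2 points and passed (adjusted p = 0.0070, over alternatives 0.0070 to 0.86), and Rorc passed in the reported setting. The deposited value above 5 also redrew the classes with and without Klr genes, which need not hold the same cells.

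The paper describes C3 as more heterogeneous than C2. The difference in spread did not pass (exact permutation test, p = 0.0774, higher in 4 of 5 mice). Among cells with Spi1, Gata1 and Sox13 at or under 5, a setting chosen after the values were seen, it was 0.0535 and passed (adjusted p = 0.020, over alternatives 0.020 to 0.59).

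The paper describes Lztfl1 as confined for the most part to ILC2Ps. It was expressed in 30.8% of C1 cells and 34.4% of C3 cells, and it was lower in both than in C2, which is the direction the paper gives.

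The paper names Cd7 as the gene that sets C3 apart best. By size of the log2 difference, Gimap4 (-6.34 in C1 minus C3, -6.26 in C2 minus C3) and Cxcr3 (-5.33 and -5.23) exceeded Cd7 (-4.88 and -5.01), as did Ncr1. The size of a step above zero differs between genes, which limits such a ranking, and Cd7 was expressed in 97.4% of C3 cells.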

Other observations

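The comparison within C2 and the counts over other splits of the samples are tests chosen after the results were seen. PopIIIlo cells, sorted as Bcl11b+CD25-Gata3lo, were compared with PopIV cells of the same 4 mice. In 2 of these mice the PopIIIlo cells were sorted as Rorc-Kat- (33 of 45 cells). The PopIV cells were pooled over gates that differed between the mice, as for PopI. No gene passed (limma, 0 of 12262 genes, 759 at an unadjusted p under 0.05). Among T cell genes, Cd3d had a log2 difference of 4.05 (SE 0.83, adjusted p = 0.08, higher in 4 of 4 mice) and Trdc, the constant gene of the δ chain, of 3.57 (SE 0.69, adjusted p = 0.064, higher in 4 of 4 mice). Of 8 T cell genes, 4 were higher when adjusted over the list alone (camera adjusted p = 1.8e-11, and adjusted p = 0.10 with an estimated correlation). Of 5 γδ T cell genes, 2 were higher over the list alone (adjusted p = 2.8e-05, and adjusted p = 0.13 with an estimated correlation). The 12 dissociation and stress genes moved with them, with a median of 1.75 and 0 passing over the list alone (adjusted p = 2.1e-08, and adjusted p = 0.13 with an estimated correlation). Genes of C1 had negative differences that did not pass, with Tox2 at -2.59 (SE 0.47, adjusted p = 0.064, higher in 0 of 4 mice) and Cxcr5 at -1.71 (SE 0.31, adjusted p = 0.064, higher in 0 of 4 mice), and 8 of 12 study C1 genes were lower over the list alone (adjusted p = 7.8e-12, and adjusted p = 0.056 with an estimated correlation).

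Rorc-Kat+ PopIV cells were compared with PopIV cells sorted without a further gate in 4 mice. No gene passed without a block (limma, 0 of 12265 genes, 1207 at an unadjusted p under 0.05). Genes did pass with the mouse as a block, as counted above, so the call depends on how the pairing is treated. Rorc had a log2 difference of 1.32 (SE 0.52, adjusted p = 0.41, higher in 4 of 4 mice) and the Katushka reporter of 1.52 (SE 0.55, adjusted p = 0.36, higher in 4 of 4 mice). Of 12 dissociation and stress genes, 10 were higher over the list alone (camera adjusted p = 3.8e-11, and adjusted p = 0.15 with an estimated correlation), with Zfp36 at 3.35 (SE 0.55, adjusted p = 0.06, higher in 4 of 4 mice) and Dusp1 at 4.21 (SE 0.73, adjusted p = 0.072, higher in 4 of 4 mice). Of 11 myeloid genes, 7 were higher over the list alone (adjusted p = 1.4e-08, and adjusted p = 0.15 with an estimated correlation), with Spi1 at 3.07 (SE 0.61, adjusted p = 0.072, higher in 4 of 4 mice).

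Within C2, Rorc-Kat+ cells differed from PopI cells of the same 2 mice in 6 of 11066 genes in limma. Slc7a8 had a difference of -6.46 (SE 0.81, adjusted p = 0.038, higher in 0 of 2 mice), Il1rl1 of -5.35 (SE 0.82, adjusted p = 0.046, higher in 0 of 2 mice), Rnf128 of -6.44 (SE 0.93, adjusted p = 0.04, higher in 0 of 2 mice), Ly6a of -4.74 (SE 0.67, adjusted p = 0.04, higher in 0 of 2 mice), Gm4956 of -4.55 (SE 0.69, adjusted p = 0.046, higher in 0 of 2 mice) and Tcf7 of 3.91 (SE 0.55, adjusted p = 0.04, higher in 2 of 2 mice). The count depended on the setting, with 0 without a filter on low genes. Of 8 T cell genes, 6 were higher over the list alone (camera adjusted p = 7.1e-09, and adjusted p = 0.32 with an estimated correlation), and of 5 study C2 genes 5 were lower over the list alone (adjusted p = 2.3e-11, and adjusted p = 0.32 with an estimated correlation). Of 12 dissociation and stress genes, 4 were higher over the list alone (median 1.61, adjusted p = 0.00019, and adjusted p = 0.50 with an estimated correlation), as were 5 of 12 ILC3 genes (adjusted p = 0.00017, and adjusted p = 0.35 with an estimated correlation). In PopIVa against α4β7+Gata3loRoralo cells, 2 of 3 γδ T cell genes were higher over the list alone (adjusted p = 0.00049, and adjusted p = 0.12 with an estimated correlation). In the same comparison 0 of 8 T cell genes (median 0.72, adjusted p = 1.3e-05) and 0 of 10 myeloid genes (median 1.13, adjusted p = 3.2e-05) passed over the list alone (adjusted p = 0.12 for both with an estimated correlation).

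The other lists gave little. Of 24 cell cycle genes, 0 passed in limma between C1 and C2 (camera adjusted p = 0.22) and 0 between C1 and C3 (adjusted p = 0.021, and adjusted p = 0.58 with an estimated correlation). Of 17 early lymphoid genes, 1 was higher and 2 were lower in C1 than in C2 (adjusted p = 0.38), and 0 of 6 B cell genes passed (adjusted p = 0.68). Of 7 erythroid genes, 1 was lower in C1 than in C3 (adjusted p = 0.0091, and adjusted p = 0.33 with an estimated correlation), and 0 of 10 myeloid genes passed between C1 and C2 (adjusted p = 0.030, and adjusted p = 0.34 with an estimated correlation). Of 5 genes of plasmacytoid dendritic cells, 1 was higher and 1 lower in C1 than in C2 (adjusted p = 0.0054, and adjusted p = 0.056 with an estimated correlation). Of 5 γδ T cell genes, 1 was lower in C1 than in C2 (adjusted p = 0.030, and adjusted p = 0.064 with an estimated correlation). Of 2 genes of mast cells and basophils, 0 passed between PopI and PopIV (adjusted p = 0.50). Of 9 sort reporter and marker genes, 3 were lower in C1 than in C2 and 0 higher, and camera kept the call with an estimated correlation (adjusted p = 0.0098). Cells were sorted on these genes, so this list is not independent of the sort. Of 12 ILC3 genes, 3 were lower in α4β7 high than in α4β7lo PopIV cells (adjusted p = 0.010 with an estimated correlation).

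PopIV cells with high α4β7 had less of the β7 chain transcript Itgb7 on average, with a log2 difference of -2.05 (SE 0.68, adjusted p = 0.28, higher in 1 of 5 mice) that did not pass, while Itga4 rose. Lower depth is argued against, since in 4 of 5 mice the α4β7 high cells had at least as many genes above zero as the α4β7lo cells. Divided by the step of the gene the difference was -0.86, and among C1 cells it was -0.13 ± 2.14 (SD, n = 4 mice) against -2.05 ± 1.62 (SD, n = 5) among all cells, so neither the step nor a larger share of C1 cells among the α4β7 high cells can be told apart from a change within cells, because the mice spread too far. That the sorted protein may follow the α4 chain more than the β7 transcript is a hypothesis that was not tested.

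The difference between PopI and PopIV was not shown to differ between mice 58417 and 59146 and mice 33385 and 33386 (limma interaction, 0 genes, 302 at an unadjusted p under 0.05, correlation of the log2 differences 0.323). Nor was that between α4β7 high and low PopIV cells, in 3 mice against 2 (0 genes, 675 at an unadjusted p under 0.05, correlation 0.274).

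The samples of each comparison were also divided in other ways. Over all splits drawn, no other split reached the count of genes between PopI and PopIV (7, highest of the other splits 0). None reached that between α4β7 high and low PopIV cells either (51, highest 9). Chance is not excluded by this, because mice pair these samples. The splits that part as many pairs number 8 and 15, too few for a share under 0.05 (highest others 0 and 5). The remaining splits leave both samples of at least 1 mouse on the same side. The clusters were drawn from the same values, so fewer genes are expected in other splits of their samples, which say nothing about chance (324 and highest other 40 for C1 against C2, 945 and 64 for C1 against C3, 226 and 95 for C2 against C3). A count of 0 is reached by every split, so the 35 splits say nothing about chance for PopIIIlo against PopIV (0, highest 348) and for Rorc-Kat+ against ungated PopIV cells (0, highest 12). The split with 348 genes set mice 33385 and 33386, on plates JW11 to JW13, against mice 58417 and 59146, so it points to a structure of the samples. The gates of PopIV and PopIIIlo also differed between these pairs of mice. With the mouse as a block 0 genes differed between PopIIIlo and PopIV. The split with 12 genes set mice 2285 and 2288 against 96716 and 96717, and with the mouse as a block 32 genes differed. For PopIVa against α4β7+Gata3loRoralo cells the 10 splits are too few for a share under 0.05 (1, highest 0).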
